# Sphingolipid Metabolism Is Dysregulated at Transcriptomic and Metabolic Levels in the Spinal Cord of an Animal Model of Amyotrophic Lateral Sclerosis

**DOI:** 10.3389/fnmol.2017.00433

**Published:** 2018-01-04

**Authors:** Alexandre Henriques, Vincent Croixmarie, Alexandra Bouscary, Althéa Mosbach, Céline Keime, Claire Boursier-Neyret, Bernard Walter, Michael Spedding, Jean-Philippe Loeffler

**Keywords:** amyotrophic lateral sclerosis, RNA-sequencing, transcriptomics, metabolomics, SOD1 mice, sphingolipids, therapy, lipids

## Abstract

Lipid metabolism is drastically dysregulated in amyotrophic lateral sclerosis and impacts prognosis of patients. Animal models recapitulate alterations in the energy metabolism, including hypermetabolism and severe loss of adipose tissue. To gain insight into the molecular mechanisms underlying disease progression in amyotrophic lateral sclerosis, we have performed RNA-sequencing and lipidomic profiling in spinal cord of symptomatic SOD1^G86R^ mice. Spinal transcriptome of SOD1^G86R^ mice was characterized by differential expression of genes related to immune system, extracellular exosome, and lysosome. Hypothesis-driven identification of metabolites showed that lipids, including sphingomyelin(d18:0/26:1), ceramide(d18:1/22:0), and phosphatidylcholine(o-22:1/20:4) showed profound altered levels. A correlation between disease severity and gene expression or metabolite levels was found for sphingosine, ceramide(d18:1/26:0), *Sgpp2, Sphk1*, and *Ugt8a*. Joint-analysis revealed a significant enrichment of glycosphingolipid metabolism in SOD1^G86R^ mice, due to the down-regulation of ceramide, glucosylceramide, and lactosylceramide and the overexpression of genes involved in their recycling in the lysosome. A drug-gene interaction database was interrogated to identify potential drugs able to modulate the dysregulated genes from the signaling pathway. Our results suggest that complex lipids are pivotally changed during the first phase of motor symptoms in an animal model of amyotrophic lateral sclerosis.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a non-cell autonomous disease characterized by a severe muscle denervation and degeneration of upper and lower motor neurons. ALS has prevalence close to 7 in 100,000. Death usually occurs 1–5 years after diagnosis, but survival can exceed 10 years for 10% of patients. Etiology remains unclear for the majority of patients even though genetic mutations are known to trigger or to increase the risk of ALS. The main ALS-linked genetic mutations concern *SOD1, TARBP, FUS* genes. Expansion repeats in *C9ORF72* is also an important risk factor for ALS (Taylor et al., 2016). Altered RNA metabolism, oxidative stress, impaired axonal transport, protein misfolding, and inflammation participate to disease severity. Mutation on the *SOD1* gene was the first identified genetic cause for ALS (Rosen et al., 1993). Transgenic mice harboring mutations in the *Sod1* gene are used as models of ALS, such as the SOD1^G93A^ and the SOD1^G86R^ models. They recapitulate the main symptoms of ALS, including motor neuron degeneration, muscle denervation associated with severe paralysis and death (Ripps et al., 1995).

Multiple stages of energy and lipid metabolism dysregulations exist in ALS. Incidences of hypermetabolism and glucose insensitivity are higher in ALS and severe loss of body mass negatively affects patient's prognosis (Schmitt et al., 2014). High adiposity (Paganoni et al., 2011), dyslipidaemia (Dupuis et al., 2008; Mariosa et al., 2017), and circulating metabolic markers (Henriques et al., 2015a) are associated with survival. High caloric diets stabilize weight loss and extend life expectancy of patients under gastrostomy (Wills et al., 2014; Dorst et al., 2015). Hypermetabolism and preferential use of lipids as nutrients have been reported in SOD1 mice (Dupuis et al., 2004; Palamiuc et al., 2015). The causes of the metabolic dysfunctions in ALS remain unknown and could result from central pathologies combined with peripheral alterations. Early metabolic shift from glycolysis to beta-oxidation has been evidenced in skeletal muscles in SOD1^G86R^ mice (Palamiuc et al., 2015). SOD1^G93A^ present with glucose intolerance and impaired muscle glucose metabolism, which could be reversed by physical exercise (Desseille et al., 2017). Fibroblast from sporadic or familial ALS patients exhibits a metabolic shift from oxidative phosphorylation to glycolysis (Raman et al., 2015). Hypothalamus is a cerebral structure key for the integration of central and peripheral signals related to energy balance. Neuronal loss and altered melanocortin pathway have been described in the hypothalamus of ALS patients and can account for weight unbalance and defective energy metabolism (Vercruysse et al., 2016).

The nervous system is remarkably enriched in lipids compared to other tissues. They range from simple fatty acids to glycosphingolipids. Lipids directly contribute to cell signaling, neuronal energy balance during stress, and membrane stability/fluidity. Different research groups have reported dysregulations of lipids in the central nervous system of neurodegenerative diseases. Elevated diacylglycerols have been reported in the frontal cortex of patients diagnosed with Alzheimer's disease (Wood et al., 2016) and levels of sphingolipids, phospholipids, and neutral lipids were reported as significantly dysregulated in the central nervous system (CNS) of patients diagnosed with Parkinson's disease (Cheng et al., 2011). Genetic mutations causing disrupted lipid metabolism have been linked to neurological and neuromuscular phenotypes in human diseases, like hereditary spastic paraplegia (Dodge, 2017).

In ALS, accumulation of lipid metabolites (i.e., ceramides and cholesterol esters), occurred in the post-mortem spinal cord samples of ALS patients (Cutler et al., 2002). Accumulation of ceramide species in ALS post-mortem spinal samples was confirmed, by targeted metabolomics, in a second study (Dodge et al., 2015). Using this approach with spinal tissues from SOD1^G93A^ mice, one ceramide metabolite was upregulated at disease endpoint in this animal model of ALS. Nevertheless, at earlier disease stage, ceramides, and other sphingolipids showed marked dysregulations. We have recently reported that almost all lipid classes (e.g., triglycerides, phospholipids, sphingolipids) were strongly dysregulated at both presymptomatic and late disease stages, with metabolites showing either with an upregulation or downregulation in the spinal cord of SOD1^G86R^ mice (Henriques et al., 2015b).

Gene expression analysis by RNA-sequencing gives information on the expression levels of genes in specific cells or tissues. In ALS, several molecular pathways have been already detected as altered at transcriptional levels in the CNS of ALS patients and animal models (Henriques and Gonzalez De Aguilar, 2011). A recent study has reported that targeted metabolomics (limited to 188 metabolites) combined to targeted gene expression analysis (limited to 84 genes) was able to provide information on the regulation of branched-chain amino acid metabolism in SOD1^G93A^ mice (Patin et al., 2016). We present for the first time an integrated analysis of RNA-sequencing and lipidomic data from the spinal cord of symptomatic SOD1^G86R^ mice. These results allow an unbiased vision of the metabolic changes in the course of ALS, and pinpoint specific pathways which are pathologically important.

## Materials and methods

### Animals

Experiments were performed by authorized investigator (A67-402 to A.H.), after approval of experimental procedure by the ethic committee of the University of Strasbourg and by the ministry of higher education and research (APAFIS#2255; AL/25/32/02/13). They followed current European Union regulations (Directive 2010/63/EU). FVB/N female mice, overexpressing the SOD1^G86R^ protein (Ripps et al., 1995), were generated by breeding male SOD1^G86R^ mice with non-transgenic FVB/N female mice in our animal facility. Genotypage was performed as previously described (Ripps et al., 1995). Mice were maintained in our animal facility at 23°C with a 12 h light/dark cycle. Mice had access to water and to regular A04 rodent chow *ad libitum*. Body mass and muscle strength were analyzed on a daily basis to access disease onset. For muscle strength measurements (mean of three tests, grip test, Bioseb, Chaville, France), a mouse was placed on grid where they spontaneously gripped it with their four paws. They were then gently pulled back by the experimenter until they released the grid (mean of three tests, grip test, Bioseb, Chaville, France). A strength-meter recorded the peak grip strength of the mouse. Age and litter matched non-transgenic female mice served as control. At 95 days of age, mice were sacrificed by intraperitoneal injection with ketamine chlorohydrate (100 mg/kg) and xylazine (5 mg/kg) and intracardially perfused with PBS at 4°C. Lumbar spinal cords were quickly dissected, fresh frozen, and kept at −80°C until further analysis.

### RNA-sequencing

RNA-sequencing was performed as previously described (Henriques et al., 2017). Briefly, total RNA was extracted from frozen samples of spinal cord from 95 days old mice (*n* = 5/group). Libraries of template molecules suitable for high throughput DNA sequencing were created and reads were mapped onto mm10 assembly of mouse genome using Tophat v2.0.14 (Kim et al., 2013). Quantification of gene expression was performed using HTSeq v0.6.1 (Anders and Huber, 2010) and Ensembl release 81 database. Supervised statistical analysis for differential gene expression has been performed using R (3.3.2) and the DESeq2 Bioconductor (v3.2) library. Multiple testing was adjusted by Benjamini and Hochberg FDR correction (Benjamini and Hochberg, 1995).

After normalization and rlog transformation, hierarchical clustering (single method), and PCA (principal component analysis) was performed with the indicated subset of genes, accordingly to KEGG pathways, using JMP 11.0.0. Validation of gene expression was assessed by qPCR with a CFX96 using SYBR green Supermix reagent (BioRad), with the samples used for RNA-sequencing. Relative quantification of each gene was determined using the Biorad software and normalized to reference genes (Pol2, TBP, and 18S). Primers sequences are provided in Supplementary Table 1. Comparison between groups was studied with student's *t*-test and *p*-value < 0.05 were considered significant (PRISM 6.0b, GraphPad, San Diego, CA). Data are expressed as the mean ± SEM. RNA-sequencing data are available at the Gene Expression Omnibus (GEO) database repository, under the accession number GSE106364.

### Metabolomic analysis

Lipid extraction and UPLC/TOF-MS (ultra performance liquid chromatography/time-of-flight mass spectrometry) was performed as previously described (Henriques et al., 2015b). Briefly, spinal cord samples from 95 days old mice were homogenized in precooled methanol (*n* = 7, for SOD1^G86R^ mice; *n* = 8, for wild type). Chloroform was added and after centrifugation, organic phase was collected and evaporated. Residues were solubilized with acetonitrile/isopropanol. Chromatography was performed on an Acquity UPLC system using an Acquity BEH C18 column. The chromatographic system was coupled to a LCT Synapt G2S mass spectrometer (Waters Corporation), equipped with an electrospray source operating in positive or negative ion mode with a lockspray interface for accurate mass measurements. Refiner MS 6.0 (Genedata, Basel, Switzerland) was use to normalize metabolomics data. Data with retention times between 3 and 15 min, with a mass range between 300 and 1,000 and peak intensity distinct from zero were retained and normalized to fresh tissue mass. Data were submitted to PARETO transformation before statistical analysis. Statistical analysis for differential lipid metabolite level was performed by using supervised multivariate orthogonal partial least-squares discriminant analysis (OPLS-DA), as implemented in SIMCA-P. A difference was considered significant when the corresponding variable |correlation coefficient| was greated than or egal to 0.7, according to the *p*(corr) coordinate in the S-plot built after the OPLS-DA model. Molecular features with significant changes were associated with theoretically identified metabolites based on their atomic mass (m/z), by using online HMDB 2.5 databases. Together with lipid extraction from samples and liquid chromatography gradient, the brut formula associated with the exact mass-over-ionization-state ratio allowed tentative lipid identification.

### Pathway analysis

Gene enrichment analysis was performed with dysregulated genes (*p*_adj_ < 0.01) by using Gene Ontology/Panther (Ashburner et al., 2000; The Gene Ontology Consortium, 2015). Only the most specific subclass was considered per parent items. Given *p*-value were adjusted using the Bonferroni correction. For lipid metabolites, over-representation analysis was carried out with consensuspathDB (Kamburov et al., 2009, 2011b). All significantly dysregulated and identified lipid metabolites were considered for this analysis. Parameters were set to a minimum overlap of four distinct metabolites and a *p*-value cutoff of 0.001. Pathway over-representation analysis was conducted by using IMPaLA (Kamburov et al., 2011a) with genes and lipid metabolites whose levels were altered in SOD1^G86R^ mice. Pathways represented by at least 3 genes and 3 lipid metabolites and with q-value for enrichment below 0.05 were considered as significantly altered.

## Results

### Gene regulation in the spinal cord of SOD1^G86R^ mice

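Lumbar spinal cords of 95-day-old female FVB/N mice were sequenced, 5 from non-transgenic wild type mice (WT) and 5 from mice that overexpress the mutant superoxide dismutase SOD1 G86R, with 1 library per mouse. Xist, the RNA that silences an X chromosome in females, had 11695 to 28344 counts in every library, while of the Y-linked genes Ddx3y had 0, Eif2s3y 0 or 1, Uty 2 to 9 and Kdm5d 23 to 43. Sod1 was at least 3918.5 CPM (counts scaled to the library total and by TMM) in each SOD1 G86R mouse and at most 209.76 CPM in each WT mouse. Scn10a, a sodium channel of sensory neurons, had 639 counts in SOD1 G86R replicate 4 and 0 to 3 counts in the other libraries. Avil, another marker of dorsal root ganglia, had 461 counts in that library and 8 to 18 in the others. The deposited values are counts, whole reads per gene without normalization, for 32506 genes. The authors mapped the reads to mm10 with TopHat2 2.0.14 and counted them with HTSeq 0.6.1, tools that the submitters' processing notes also list. The total count per library was 29333590 to 46003999 in WT mice (median 32026898) and 31494723 to 37080445 in SOD1 G86R mice (median 35623961). The paper's text names neither the library kit nor the strand setting. Genes with too few counts for a test were removed by edgeR's filter, which kept 16974 genes, and libraries were scaled by TMM. SOD1 G86R mice were compared with WT by edgeR's quasi-likelihood test, with the paper's limit on the adjusted p of 0.01, whereas the authors used DESeq2. Levels are CPM with their SD over the mice of a group, and positions are from GENCODE M21 for GRCm38. Before the data were examined, 35 gene lists were written from textbook knowledge and 6 more were taken from the study, which chose them on these mice.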

To gain insight into the nature and extent of metabolic reorientation occurring in ALS, the spinal cord transcriptomes of five 95 days old SOD1^G86R^ and five age- and litter-matched non-transgenic wild type mice were studied by RNA-sequencing. This time point corresponds to the symptomatic disease stage of this animal model. At 95 days of age, all SOD1^G86R^ mice present with motor symptoms and muscle denervation, even if the severity of symptoms may vary (Supplementary Figure 1). Disease onset, defined as a loss of more than 10% of muscle strength is taking place around 90 days of age (Henriques et al., 2017). Disease end-stage, corresponding to full paralysis, occurs later in this mouse line, around 105 days of age.

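In the spinal cord of SOD1 G86R mice 147 genes rose and 43 fell against WT, of 16974 tested (adjusted p under 0.01, edgeR). Oasl1, an interferon-induced antiviral gene, rose by a log2 fold change of 4.13 (standard error 0.62, edgeR adjusted p = 0.00718), from 0.217 ± 0.0433 CPM (SD, n = 5) to 3.82 ± 2.35 CPM (SD, n = 5). Zbp1, a sensor of foreign nucleic acids, rose by 3.59 (standard error 0.54, edgeR adjusted p = 0.00688), and Ccl4, a chemokine that attracts macrophages, by 3.92 (standard error 0.61, edgeR adjusted p = 0.00718). Among fits that left out 1 mouse, Oasl1, Zbp1 and Ccl4 passed only in that without SOD1 G86R replicate 4. By limma voom their adjusted p was 0.0513, 0.0396 and 0.0393. Oasl1 was 0.486 CPM in SOD1 G86R replicate 4 and 2.53 to 6.56 CPM in the other SOD1 G86R mice. Of the genes that fell, 25 lie on 1 stretch of chromosome 3 and 18 lie elsewhere, against 29 and 79 by DESeq2 with a normal prior. Expression in all 5 SOD1 G86R mice lay above all 5 WT mice for 525 genes and below them for 312, and chance gives 0.794% of genes for both together. At an unadjusted p under 0.05, 1833 genes were higher and 1074 lower. DESeq2 called 731 genes higher and 107 lower, limma voom 29 and 30. The 190 calls of edgeR became 868 without SOD1 G86R replicate 4, whose microglial and interferon genes lay near the WT level, 47, 40, 31, 38 and 43 without WT replicates 1, 2, 3, 4 and 5, and 51, 45, 52 and 61 without SOD1 G86R replicates 1, 2, 3 and 5.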

Group comparison identified a total of 751 genes significantly dysregulated (adjusted *p*-value < 0.01), including 660 up-regulations and 91 down-regulations. 

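Mmp12, the elastase of macrophages and a gene of Table 1, was at 0.401 ± 0.0997 CPM (SD, n = 5) in WT and 3.00 ± 1.51 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 2.91 (standard error 0.43, edgeR adjusted p = 0.00563). Slamf9, a receptor of the SLAM family on immune cells, rose by 2.19 (standard error 0.33, edgeR adjusted p = 0.00583), and Irf8, a transcription factor that microglia need to develop, by 1.49 (standard error 0.24, edgeR adjusted p = 0.00917). Klrb1b, a receptor of natural killer cells, rose by 2.66 (standard error 0.43, edgeR adjusted p = 0.00734). It was the 1 gene past the test among the 8 tested of a list of T cell and natural killer cell markers (1 when adjusted over the list alone), and the median of that list was 0.03. Apart from Sod1 and Gm8566, 23 genes of the table rose by 1.23 to 2.91 on the log2 scale, and in 21 of them no SOD1 G86R mouse overlapped with WT, which chance gives for 0.794% of genes not chosen on these mice. All 4 lower genes of the table fell. Of the 30 listed genes 29 were matched to the counts, and the study chose them on these mice, so that their number is not independent evidence. Without SOD1 G86R replicate 4, whose interferon and microglial genes lay near WT, all 25 higher genes again passed the test. Without 1 of the WT replicates 1 to 5, 9, 9, 7, 9 and 8 passed, and without SOD1 G86R replicates 1, 2, 3 and 5, 11, 9, 8 and 10 did.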

Table 1 presents all genes found either up- or down-regulated in SOD1^G86R^ mice with a fold change higher than 2 (adjusted *p*-value < 0.01, |log2 fold change| greater than 1). 

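Of the 43 genes that fell in SOD1 G86R mice 25 lay together on chromosome 3. Mettl14 (on chromosome 3 from 123368297 to 123386108), a subunit of the methyltransferase that marks adenosines in RNA, fell from 28.2 ± 0.241 CPM (SD, n = 5) in WT to 13.1 ± 0.761 CPM (SD, n = 5), a log2 fold change of -1.10 (standard error 0.06, edgeR adjusted p = 3.06e-07). Tram1l1 (from 124320855 to 124324743), related to a protein of the endoplasmic reticulum translocon, fell by a log2 change of -1.14 (standard error 0.06, edgeR adjusted p = 4.41e-07). Rwdd3, which promotes the attachment of SUMO to proteins, had a log2 fold change of -1.1995 (standard error 0.10, edgeR adjusted p = 2.11e-05), and Prss12, a protease of synapses, of -1.18 (standard error 0.11, edgeR adjusted p = 9.65e-05). In the 8.28 Mb from 118562129 to 126846326 of chromosome 3, 37 genes were tested, of which 25 fell and none rose, while 36 had a negative log2 fold change. They include Abcd3, a transporter of peroxisomes, at -0.98 (standard error 0.06, edgeR adjusted p = 1.10e-06), Fnbp1l, which bends membranes in endocytosis, at -1.01 (standard error 0.06, edgeR adjusted p = 1.10e-06), and Camk2d, a calcium-dependent kinase, at -0.91 (standard error 0.06, edgeR adjusted p = 1.94e-06). Within 5 Mb of Mettl14 46.3% of tested genes fell, against 0.254% of tested genes in the genome, the window included. Against the genes outside the window, Fisher's exact test gave p = 3.13e-54. The window was set around Mettl14 after Table 1 had shown this gene lower in these same mice. Without the genes the paper names, 40.8% of tested genes in the window fell. Fisher's exact test counts neighbouring genes as independent, which they need not be, so that its p does not measure chance. DESeq2 with a normal prior called 108 genes lower, of which 29 lay in the stretch, and without SOD1 G86R replicate 4 edgeR called 86, with 26 within 5 Mb of Mettl14 and 60 elsewhere. The 4 genes of Table 1 passed the test in each fit that left out 1 mouse.

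**Figure D1:**
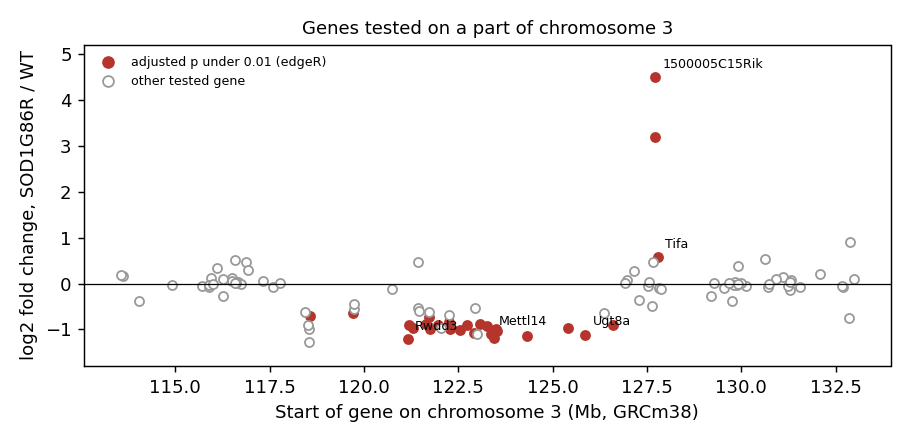
Log2 fold change of tested genes against their position on chromosome 3 (Mb), around Mettl14. Genes past edgeR's test are coloured, and 25 genes that fell lie between 118562129 and 126846326.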

Genes that were the most down-regulated were *Tram1l1* (translocation associated membrane protein 1-like 1), *Rwdd3* (RWD domain containing 3), *Mettl14* (methyltransferase like 14), and *Prss12* (protease, serine 12 neurotrypsin; or motopsin). The highest up-regulation concerned *Sod1* (superoxide dismutase 1, soluble), which is expected due to the presence of the *Sod1*^*G*86*R*^ transgene. 

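Sod1 (ENSMUSG00000022982), which encodes the enzyme that converts superoxide to hydrogen peroxide, lies on chromosome 16 from 90220754 to 90226329. Its level was 176 ± 31.1 CPM (SD, n = 5) in WT and 5256 ± 959 CPM (SD, n = 5) in SOD1 G86R mice, which is 29.8 times that of WT and a log2 fold change of 4.90 (standard error 0.17, edgeR adjusted p = 6.65e-08). The counts do not separate the transgene's RNA from that of the endogenous gene. The 5 SOD1 G86R mice were at 5266.5, 5855.9, 6415.3, 3918.5 and 4823.1 CPM in the order of their replicate numbers. The WT mice lay between 126.56 and 209.76 CPM. SOD1 G86R replicate 4 had the lowest Sod1 of the 5 transgenic mice.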

*Gm8566* is the second most dysregulated gene. 

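Gm8566 (ENSMUSG00000047905) is annotated as a processed pseudogene on chromosome 6 from 67205619 to 67206083. It was at 0.272 ± 0.104 CPM (SD, n = 5) in WT and 7.50 ± 1.25 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 4.78 (standard error 0.22, edgeR adjusted p = 6.79e-08). All 5 SOD1 G86R mice, at 5.48 to 8.59 CPM, lay above all WT mice, at 0.155 to 0.413 CPM. With Sod1 and Gm8566 left out of the counts before scaling, 147 genes rose and 42 fell.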

Its altered expression could result from a real difference between SOD1^G86R^ and WT mice, although we cannot completely rule out the possibility of an artifact as *Gm8566* shares 98% homology with the *Sod1* transcript. 

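Cd180, Slc15a3, Runx1 and Calca each rose in SOD1 G86R mice, and in every case no SOD1 G86R mouse overlapped with WT, but the study chose these genes on the same mice. Cd180, a Toll-like receptor homolog on B cells and myeloid cells, lies on chromosome 13 from 102693558 to 102739629. It was at 2.75 ± 0.504 CPM (SD, n = 5) in WT and 9.64 ± 3.53 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 1.81 (standard error 0.25, edgeR adjusted p = 0.00408). Slc15a3, a transporter of histidine and peptides in lysosomes, rose by 1.89 (standard error 0.28, edgeR adjusted p = 0.00625). Runx1, a transcription factor of blood cell development, rose by 1.66 (standard error 0.21, edgeR adjusted p = 0.00163) and Calca, the gene of the neuropeptide CGRP, by 1.37 (standard error 0.14, edgeR adjusted p = 0.000388). SOD1 G86R replicate 4 had the lowest Cd180 and Slc15a3 of its group, at 5.03 and 4.09 CPM, and its Calca was 64.6 CPM. Runx1 and Calca passed the test in each fit that left out 1 mouse. Slc15a3 passed in 1 of these 10 fits, that without SOD1 G86R replicate 4, and reached an adjusted p of 0.0272 without WT replicate 3. Cd180 passed in 4 of them, those without WT replicate 2 and without SOD1 G86R replicates 1, 4 and 5, with its highest adjusted p of 0.0197 also without WT replicate 3.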

Aside from the *Sod1* gene and *Gm8566*, highly dysregulated transcripts with known functions were *Cd180* (CD180 antigen), *Calca* (calcitonin/calcitonin-related polypeptide, alpha), *Slc15a3* (solute carrier family 15, member 3), and *Runx1* (runt related transcription factor 1). Differential regulation of gene expression was assessed by quantitative PCR to confirm RNA-sequencing. Selected genes were *Tram1l1, Mettl14, Cd180, Calca, Slc15a3, Runx1, Rwdd3*, and *Prss12*. These genes were selected because they were either the most up-regulated or down-regulated (adjusted *p*-value < 0.01, |log2 fold change| greater than 1) and had known biological functions. 

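For 8 genes of the RNA-sequencing data the level of each mouse was compared between genotypes. Mean CPM in SOD1 G86R mice was 3.69 times that of WT for Slc15a3, 3.51 times for Cd180, 3.16 times for Runx1 and 2.59 times for Calca (n = 5 mice per group). It was 0.467 of the WT mean for Mettl14, 0.453 for Tram1l1, 0.442 for Prss12 and 0.435 for Rwdd3. Tram1l1 ranged from 28.4 to 31.3 CPM in WT and from 11.9 to 14.1 CPM in SOD1 G86R mice, and Mettl14 from 27.8 to 28.5 and from 12.3 to 14.2 CPM. Runx1 ranged from 1.09 to 1.94 CPM in WT and from 3.28 to 6.09 CPM in SOD1 G86R mice. For each of the 8 genes the groups did not overlap (two-sided exact permutation test of mean log2 CPM, p = 0.00794, the smallest that 5 mice against 5 allow, and 0.0097 adjusted over 11 genes). The study chose these genes on the same mice, so that they are not independent evidence.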

Expression levels of the selected transcripts were highly similar when comparing qPCR and RNA-sequencing analysis (Figure 1).

**Table 1:** Transcriptomic dysregulation in the spinal cord of SOD1^G86R^ mice.

**Gene name**	**Description**	**log2 FC**	**Adjusted *p*-value**
Sod1	Superoxide dismutase 1, soluble	4.1	1.5E-254
Gm8566	Predicted pseudogene 8566	3.1	1.2E-101
RP23-182M12.4		1.4	3.6E-15
Cd180	CD180 antigen	1.2	1.3E-11
Calca	Calcitonin/calcitonin-related polypeptide, alpha	1.2	4.6E-21
Slc15a3	Solute carrier family 15, member 3	1.2	1.1E-10
Runx1	Runt related transcription factor 1	1.1	6.7E-11
Slamf9	SLAM family member 9	1.1	4.2E-09
Mmp12	Matrix metallopeptidase 12	1.1	2.6E-09
Bcl3	B cell leukemia/lymphoma 3	1.1	5.1E-09
Slc7a7	Solute carrier family 7, member 7	1.1	1.8E-13
Fcrls	Fc receptor-like S, scavenger receptor	1.1	7.6E-09
Tnfsf8	Tumor necrosis factor (ligand) superfamily, member 8	1.1	1.4E-08
Slfn9	Schlafen 9	1.0	1.9E-08
Glipr1	GLI pathogenesis-related 1 (glioma)	1.0	2.7E-09
Hcar2	Hydroxycarboxylic acid receptor 2	1.0	2.7E-08
Fcgr1	Fc receptor, IgG, high affinity I	1.0	7.6E-09
Ctsh	Cathepsin H	1.0	2.6E-15
Irf8	Interferon regulatory factor 8	1.0	3.0E-09
Arl11	ADP-ribosylation factor-like 11	1.0	5.0E-08
Ctsc	Cathepsin C	1.0	4.1E-11
Apol9a	Apolipoprotein L 9a	1.0	3.3E-08
Cd52	CD52 antigen	1.0	7.9E-08
Egr2	Early growth response 2	1.0	5.6E-08
Klrb1b	Killer cell lectin-like receptor subfamily B member 1B	1.0	5.6E-08
Klhl6	Kelch-like 6	1.0	7.0E-12
Prss12	Protease, serine 12 neurotrypsin (motopsin)	−1.0	1.1E-20
Mettl14	Methyltransferase like 14	−1.1	1.3E-65
Rwdd3	RWD domain containing 3	−1.1	1.8E-23
Tram1l1	Translocation associated membrane protein 1-like 1	−1.1	3.2E-58

*Given is a list of genes showing altered expression level in SOD1^G86R^ mice, with a |log2 fold change (FC)| higher than 1 and with an adjusted p < 0.01*.

**Figure 1:**
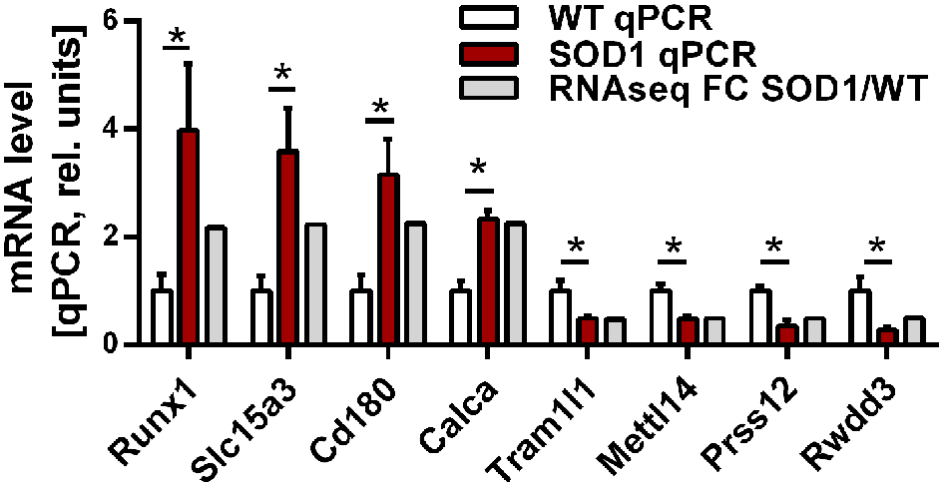
Expression level of selected genes as determined by RNA-sequencing and qPCR. Validation of differential gene expression by qPCR and compared to the fold change determined by RNA sequencing. qPCR values were normalized to the mean of the respective WT group. qPCR data is presented as mean ± standard variation of the mean. FC, fold change; ^*^p < 0.05.

Next, in an attempt to identify biological processes and cellular components affected in the diseased mice, gene ontology (GO) analysis was performed with significantly dysregulated genes. 

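Fcgr2b, the inhibitory Fc receptor, rose by a log2 fold change of 1.49 (standard error 0.24, edgeR adjusted p = 0.00718) and Tlr1, a receptor for bacterial lipopeptides, by 1.63 (standard error 0.28, edgeR adjusted p = 0.00734). Of 17 genes of Toll-like and Fc receptor signaling, 4 rose, none fell and 13 did not pass edgeR's test, while 17 were higher when adjusted over the list alone (median log2 fold change 1.34, camera adjusted p = 2.51e-18, adjusted p = 0.116 with an estimated correlation). Of 11 complement genes 1 rose and 10 did not pass, and 9 were higher when adjusted over the list alone (median log2 fold change 1.31, camera adjusted p = 1.46e-13, adjusted p = 0.116 with an estimated correlation). C1qc, a chain of C1q, was at 24.5 ± 2.91 CPM (SD, n = 5) in WT and 103 ± 42.2 CPM (SD, n = 5) in SOD1 G86R mice (edgeR adjusted p = 0.0115). None of 17 interferon response genes passed edgeR's test, but all 17 were higher at an unadjusted p under 0.05, when adjusted over the list alone and by DESeq2, and 0 by limma voom (median log2 fold change 2.70, camera adjusted p = 1.75e-20, adjusted p = 0.116 with an estimated correlation). Among them Mx1, an antiviral GTPase, was at 0.249 ± 0.0802 CPM (SD, n = 5) in WT and 5.09 ± 3.19 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 4.35 (standard error 0.70, edgeR adjusted p = 0.01004). Of 9 genes of MHC class I presentation 0 passed in edgeR, 9 were higher at an unadjusted p under 0.05, 8 by DESeq2, 0 by limma voom and 9 when adjusted over the list alone (median log2 fold change 1.10, camera adjusted p = 4.33e-09, adjusted p = 0.153 with an estimated correlation). Of 7 MHC class II genes edgeR called 0, 2 were higher at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma voom and 1 when adjusted over the list alone (median log2 fold change 0.50, camera adjusted p = 0.00935, adjusted p = 0.331 with an estimated correlation). The mean level of the interferon genes was 0.32 above WT on the log2 scale in SOD1 G86R replicate 4 and 2.33 to 2.93 above in the other 4 SOD1 G86R mice. Without that mouse 16 of the Toll-like and Fc receptor genes, 16 interferon, 9 complement, 8 MHC class I and 1 MHC class II genes rose, and in each fit without 1 of the other 9 mice 0 or 1 gene of each list did.

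**Figure D2:**
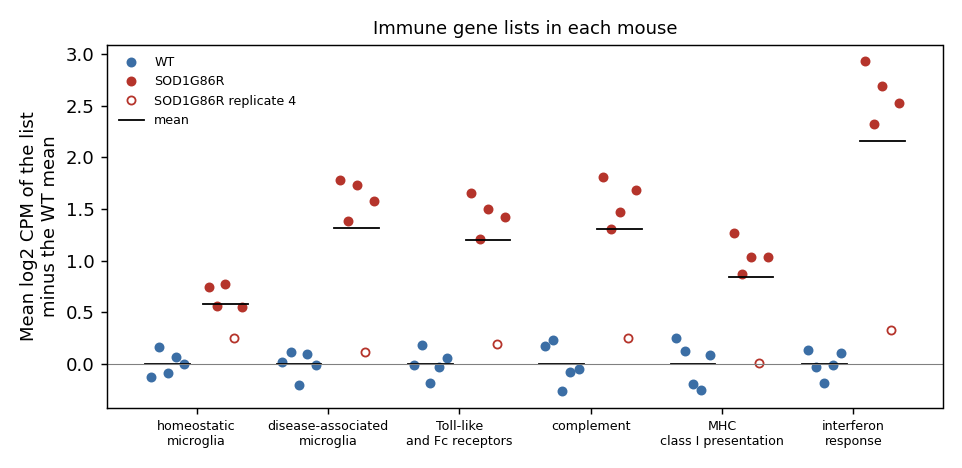
Mean log2 level of the immune gene lists in each mouse, minus the WT mean. Each point is 1 mouse, and SOD1 G86R replicate 4 is marked. For the interferon genes it lies at 0.32 and the other SOD1 G86R mice at 2.33 to 2.93.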

Immune system process was the highest over-represented biological process with a fold enrichment (FE) of 3.9 and an adjusted *p*-value (*p*_adj_) below 4.4.10^−77^. In SOD1^G86R^ mice, 248 genes were associated to this particular biological process, which corresponds to almost of a third of all transcriptomic reorientations. 

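Cx3cr1, the fractalkine receptor, rose from 55.5 ± 5.91 CPM (SD, n = 5) to 92.2 ± 17.1 CPM (SD, n = 5), a log2 fold change of 0.73 (standard error 0.12, edgeR adjusted p = 0.00809). Of 12 homeostatic microglia genes 4 rose, none fell and 8 did not pass edgeR's test (8 higher when adjusted over the list alone, median log2 fold change 0.52, camera adjusted p = 6.22e-09, adjusted p = 0.116 with an estimated correlation). The others were Fcrls, a receptor of resident microglia, at 2.0993 (standard error 0.34, edgeR adjusted p = 0.00729), Olfml3 at 0.90 (standard error 0.14, edgeR adjusted p = 0.00662) and Siglech, a sialic acid receptor, at 0.56 (standard error 0.10, edgeR adjusted p = 0.00908). Of 24 genes of disease-associated microglia 3 rose and 21 did not pass, whereas 19 were higher when adjusted over the list alone (median log2 fold change 1.14, camera adjusted p = 4.87e-20, adjusted p = 0.140 with an estimated correlation). They were Cd68, a protein of phagocyte lysosomes, at 1.85 (standard error 0.29, edgeR adjusted p = 0.00917), Axl, a receptor for dying cells, at 0.83 (standard error 0.14, edgeR adjusted p = 0.00906), and Ch25h, which hydroxylates cholesterol, at 2.78 (standard error 0.44, edgeR adjusted p = 0.00853). Of 7 tested markers of blood monocytes and neutrophils edgeR called 0, as did DESeq2 and limma voom, and 0 had an unadjusted p under 0.05 (0 when adjusted over the list alone, median log2 fold change -0.11, camera adjusted p = 0.938, adjusted p = 0.970 with an estimated correlation). In SOD1 G86R replicate 4 the disease-associated list was 0.12 above WT on the log2 scale, against 1.38 to 1.78 in the other 4 SOD1 G86R mice. Without it 8 homeostatic and 21 disease-associated genes rose, without SOD1 G86R replicate 5 only 1 and 0, and without any 1 of the other 8 mice 0 and 0.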

Notably, “positive regulation of signal transduction” (126 genes; FE = 2.87; *p*_adj_ < 2.63.10^−22^), “regulation of locomotion” (96 genes; FE = 3.4; *p*_adj_ < 3.97.10^−21^), “regulation of apoptotic process” (122 genes; FE = 2.5; *p*_adj_ < 3.99.10^−17^), and “response to lipid” (72 genes; FE = 3.7; *p*_adj_ < 4.5.10^−17^) showed strong enrichment in SOD1^G86R^ mice. A putative location of the products of genes showing altered expression was investigated. Over-represented cellular components were mainly associated to membranes or vesicles, such as “extracellular exosome” (170 genes; FE = 2.0; *p*_adj_ < 6.6.10^−16^), “lysosome” (47 genes; FE = 3.0; *p*_adj_ < 6.2.10^−08^), “external side of plasma membrane” (42 genes; FE = 2.89; *p*_adj_ < 2.72.10^−06^), and “membrane raft” (36 genes; FE = 3.18; *p*_adj_ < 3.57.10^−06^). Accordingly, unsupervised principal component analysis (PCA) plots performed with genes from the GO terms “lysosome,” “membrane raft,” and “external side of plasma membrane,” revealed a strong influence of genotype on the distribution of samples (Figures 2A–C). These results suggest that these pathways are strongly impacted in symptomatic SOD1^G86R^ mice.

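Ptprc, the phosphatase CD45 of immune cells, rose from 11.6 ± 2.32 CPM (SD, n = 5) to 23.1 ± 4.75 CPM (SD, n = 5), a log2 fold change of 0.99 (standard error 0.16, edgeR adjusted p = 0.00752). Cd52 rose by 2.0968 (standard error 0.31, edgeR adjusted p = 0.00665), Cd48 by 1.26 (standard error 0.21, edgeR adjusted p = 0.00625) and Cd33 by 0.94 (standard error 0.15, edgeR adjusted p = 0.00625), all surface proteins of leukocytes. Of 38 genes of the external side of the plasma membrane, 10 rose, none fell and 28 did not pass edgeR's test (24 higher when adjusted over the list alone, median log2 fold change 0.96, camera adjusted p = 9.09e-21, adjusted p = 0.116 with an estimated correlation). Of 55 lysosome genes 3 rose and 52 did not pass (21 higher when adjusted over the list alone, median log2 fold change 0.19, camera adjusted p = 5.61e-12, adjusted p = 0.248 with an estimated correlation). They were Cd68 and the proteases Ctsh, at 1.23 (standard error 0.14, edgeR adjusted p = 0.000470), and Ctsc, at 1.33 (standard error 0.19, edgeR adjusted p = 0.00490). Ctsh and Ctsc are genes of Table 1, which the study chose on these mice. Of 24 tested membrane raft genes 3 rose, namely Ptprc, the initiator caspase gene Casp8 at 0.76 (standard error 0.14, edgeR adjusted p = 0.00853) and the Src family kinase gene Lyn at 1.03 (standard error 0.18, edgeR adjusted p = 0.00917) (11 when adjusted over the list alone, median log2 fold change 0.30, camera adjusted p = 1.56e-07, adjusted p = 0.116 with an estimated correlation). Of 15 exosome markers 1 rose (2 when adjusted over the list alone, median log2 fold change 0.03, camera adjusted p = 0.0222, adjusted p = 0.211 with an estimated correlation), the membrane-binding annexin gene Anxa2, at 0.61 (standard error 0.06, edgeR adjusted p = 7.47e-05). These 15 are a short textbook list. The paper's extracellular exosome term is a far wider gene set, which was not tested here. The lysosome list was 0.03 above WT in SOD1 G86R replicate 4 and 0.34 to 0.54 above in the other 4 SOD1 G86R mice. Without SOD1 G86R replicate 4, 24 external side, 25 lysosome, 11 raft and 3 exosome genes rose. Without SOD1 G86R replicate 1 these counts were 2, 2, 0 and 1, and without SOD1 G86R replicate 5 or WT replicate 1 or 2 they were 1, 1, 0 and 1, while without WT replicate 3, 4 or 5 or SOD1 G86R replicate 2 or 3 they were 0, 1, 0 and 1.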

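On the first principal component of the lysosome list SOD1 G86R replicate 4 lay among the WT mice, at -4.27, and the other 4 SOD1 G86R mice lay above all WT mice, at 3.57 to 8.66. WT mice ranged from -6.25 to -1.46 on this component, which held 59.4% of the variance over 55 genes. The genotypes' means differed by 8.39 (two-sided exact permutation test, p = 0.0317, 0.0317 adjusted over 3 lists, n = 5 mice per group). For the external side of the plasma membrane the first component held 71.7% of the variance over 38 genes and the means differed by 8.31 (p = 0.0159 in the exact permutation test, 0.0238 adjusted), again with 4 of 5 SOD1 G86R mice above all WT mice. For the membrane raft it held 60.1% over 24 genes and the means differed by 6.06 (p = 0.00794 in the exact permutation test, the smallest possible here, 0.0238 adjusted). There all 5 SOD1 G86R mice lay above WT, with SOD1 G86R replicate 4 at -2.12 next to the highest WT mouse at -2.33. The lists were written from textbook knowledge of these compartments. From the enrichment of these compartments among its changed genes and from the distribution of the samples, the paper proposes that the pathways are strongly affected.

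**Figure D3:**
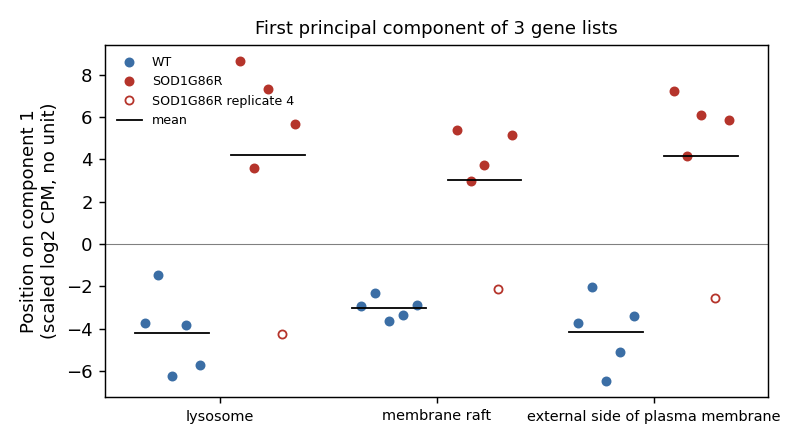
Position of each mouse on the first principal component of the 3 lists, by genotype. Points are mice and SOD1 G86R replicate 4 is marked, at -4.27 for the lysosome list.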

**Figure 2:**
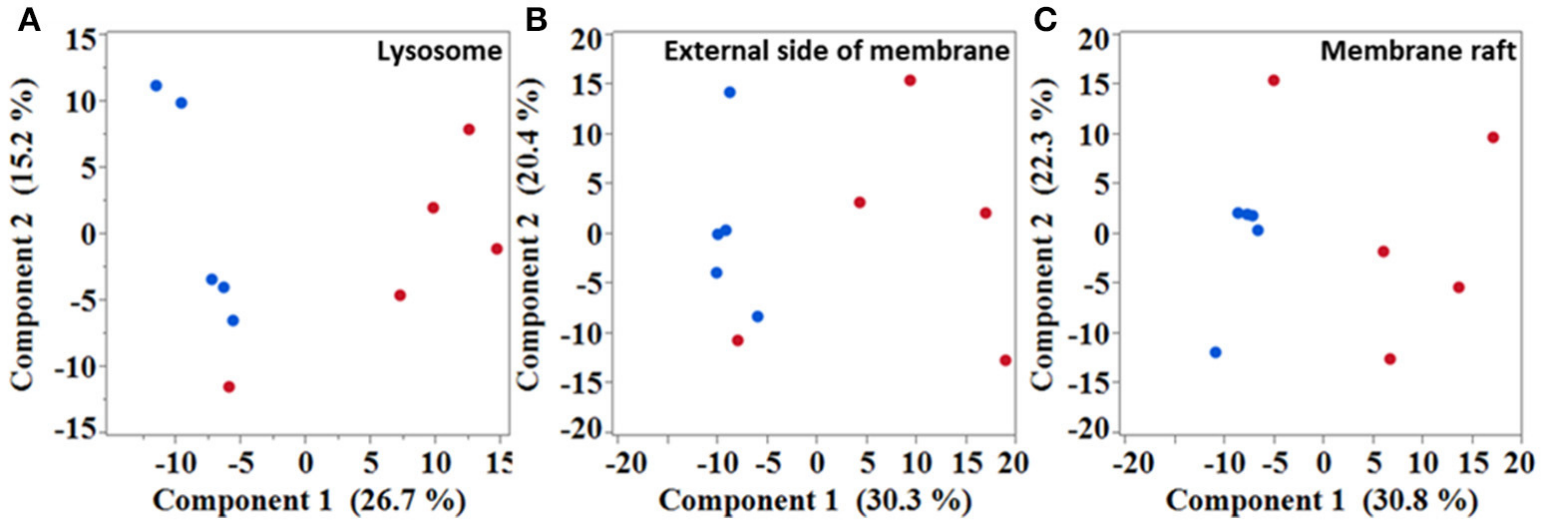
Multivariate analysis showing samples distribution based on different subset of genes. Unsupervised principal component analysis performed with genes isolated from “lysosome” **(A)**, “external side of membrane” **(B)**, and “membrane raft” **(C)** gene ontology terms. Blue dots, wild type; red dots, SOD1^G86R^.

### Lipidomic changes in the spinal cord of SOD1^G86R^ mice

In order to better characterize metabolomic changes at disease onset, lipid metabolites were studied in seven symptomatic SOD1^G86R^ mice and eight age-matched non-transgenic wild type mice. Analysis of spinal tissue by mass spectrometry identified a total of 7,603 distinct peaks after positive ionization. A total of 293 metabolites was found altered according to the chosen threshold in the SOD1^G86R^ mice compared to wild type controls. A hypothesis-driven identification was attributed to 196 of them accordingly to their atomic mass. All tentatively identified metabolites were down-regulated. An enrichment analysis was performed with the identified and altered metabolites using ConsensuspathDB (Kamburov et al., 2009, 2011b). According to three independent databases, “*sphingolipid metabolism*” (KEGG database, *p*_adj_ < 3.00.10^−05^; and Reactom database, *p*_adj_ < 3.9.10^−05^) as well as “*glycosphingolipid metabolism*” (EHMN database; *p*_adj_ < 2.5.10^−04^) were the metabolic pathways showing the most significant enrichment. Indeed, many metabolites showing altered levels were identified as sphingolipids. Sphingomyelin (d18:0/26:1), ceramide-P (d18:1/26:1), and ceramide (d18:1/22:0) were among the most down-regulated lipid metabolites (Table 2). Notably, several phospholipid metabolites, such as phosphatidylcholine(o-22:1/20:4), presented with significant down-regulation (Table 3). Other subclasses of dysregulated lipids included di- and triglycerides. Saturation and unsaturation of acyl chains directly influence biophysical properties of complex lipids with repercussion on membrane fluidity. According to HMDB identification, down-regulated sphingolipid metabolites mainly quasi-exclusively contained saturated and monounsaturated fatty acids. This suggests that sphingolipids having polyunsaturated acyl chains were not significantly affected in SOD1^G86R^ mice. This difference in acyl chains could reflect enzymatic activities involved in the synthesis, transformation or degradation of fatty acids and lipids.

**Table 2:** Dysregulation of sphingolipid metabolites in the spinal cord of SOD1^G86R^ mice, after positive ionization, and tentative identification.

**m/z**	**RT**	**HMDB**	**Name**	**Fold change**
686.61	12.23	HMDB32794	As 1-1	0.43
624.57	10.41	HMDB11765	Ceramide(d18:0/22:0)	0.57
638.64	11.5	HMDB11767	Ceramide(d18:0/23:0)	0.44
564.54	10.25	HMDB04948	Ceramide(d18:1/18:1)	0.51
594.59	11.59	HMDB04951	Ceramide(d18:1/20:0)	0.52
622.61	10.41	HMDB04952	Ceramide(d18:1/22:0)	0.00
620.62	11.5	HMDB11775	Ceramide(d18:1/22:1)	0.44
636.6	10.82	HMDB00950	Ceramide(d18:1/23:0)	0.54
678.65	10.68	HMDB04955	Ceramide(d18:1/26:0)	0.46
730.61	9.56	HMDB10704	Ceramide-P(d18:1/24:0)	0.54
784.66	10.16	HMDB10707	Ceramide-P(d18:1/26:1)	0.41
784.65	10.92	HMDB10707	Ceramide-P(d18:1/26:1)	0.49
802.65	10.26	HMDB35402	Culinariside	0.51
812.69	11.09	HMDB00140	Glucosylceramide	0.50
812.69	10.83	HMDB00140	Glucosylceramide	0.61
728.61	9.57	HMDB04972	Glucosylceramide(d18:1/18:0)	0.55
784.66	10.93	HMDB04974	Glucosylceramide(d18:1/22:0)	0.53
810.68	10.84	HMDB04975	Glucosylceramide(d18:1/24:1)	0.36
656.57	11.49	HMDB35469	N-(2r-hydroxydocosanoyl)-2s-amino-1,3s,4r-octadecanetriol	0.51
712.6	9.56	HMDB35472	N-(2r-hydroxyhexacosanoyl)-2s-amino-1,3s,4r-octadecanetriol	0.53
536.51	9.6	HMDB35480	N-[(4e,8e)-1,3-dihydroxyoctadeca-4,8-dien-2-yl]hexadecanamide	0.54
650.65	14.07	HMDB00831	N-lignoceroylsphingosine	0.48
650.65	11.08	HMDB00831	N-lignoceroylsphingosine	0.49
538.53	10.27	HMDB00790	N-palmitoylsphingosine	0.48
566.56	10.94	HMDB00829	N-stearoylsphingosine	0.46
786.67	10.92	HMDB11694	Sphingomyelin(d16:1/24:1)	0.52
800.69	11.25	HMDB11696	Sphingomyelin(d17:1/24:1)	0.51
706.58	9.59	HMDB10168	Sphingomyelin(d18:0/16:0)	0.32
781.67	11.25	HMDB13468	Sphingomyelin(d18:0/22:3)	0.46
841.7	10.19	HMDB13461	Sphingomyelin(d18:0/26:1)	0.45
729.61	9.57	HMDB12101	Sphingomyelin(d18:1/18:1)	0.69
785.67	10.92	HMDB12104	Sphingomyelin(d18:1/22:1)	0.53
844.72	12.1	HMDB11698	Sphingomyelin(d18:1/26:0)	0.51
300.29	3.83	HMDB00252	Sphingosine	0.55

*Given are the dysregulated metabolites identified as sphingolipids by the Human Metabolome Database (HMDB), in the spinal cord of symptomatic SOD1^G86R^ mice, after positive identification. m/z, mass to charge ratio; RT, retention time (min)*.

**Table 3:** Dysregulation of phospholipids metabolites in the spinal cord of SOD1^G86R^ mice, after positive ionization, and tentative identification.

**m/z**	**RT**	**HMDB**	**Name**	**Fold change**
762.6	10.9	HMDB07878	PC(14:0/20:0)	0.55
790.7	11.6	HMDB07886	PC(14:0/22:0)	0.56
804.6	10.2	HMDB07953	PC(15:0/22:0)	0.48
832.7	10.2	HMDB07959	PC(15:0/24:0)	0.58
830.7	10.2	HMDB07960	PC(15:0/24:1)	0.56
866.7	10.2	HMDB08191	PC(18:3/24:1)	0.45
738.6	9.6	HMDB08258	PC(18:4/P-16:0)	0.61
764.7	10.9	HMDB08260	PC(18:4/P-18:1)	0.56
902.7	11.3	HMDB08289	PC(20:0/24:0)	0.56
794.7	10.8	HMDB08392	PC(20:3/P-18:1)	0.59
794.6	10.9	HMDB08489	PC(20:4/P-18:0)	0.46
792.7	11.6	HMDB08457	PC(20:4/P-18:1)	0.57
792.7	14.3	HMDB08457	PC(20:4/P-18:1)	0.57
792.7	10.8	HMDB08457	PC(20:4/P-18:1)	0.68
824.7	12.2	HMDB08622	PC(22:2/P-18:1)	0.49
810.6	11.1	HMDB08626	PC(22:4/16:0)	0.63
822.7	11.5	HMDB08653	PC(22:4/P-18:0)	0.47
822.7	11.3	HMDB08653	PC(22:4/P-18:0)	0.56
820.7	11.3	HMDB08654	PC(22:4/P-18:1)	0.52
806.6	10.4	HMDB08725	PC(22:6/16:0)	0.44
806.6	10.2	HMDB08725	PC(22:6/16:0)	0.60
862.7	11.5	HMDB08734	PC(22:6/20:0)	0.49
818.7	12.2	HMDB08755	PC(24:0/14:0)	0.50
856.7	11.3	HMDB08786	PC(24:0/P-18:1)	0.46
866.7	12.3	HMDB08797	PC(24:1/18:3)	0.61
766.7	10.9	HMDB13415	PC(o-16:1/20:4)	0.48
850.7	12.1	HMDB13451	PC(o-22:1/20:4)	0.42
740.6	10.3	HMDB11213	PC(p-16:0/18:3)	0.62
768.6	10.9	HMDB11218	PC(p-16:0/20:3)	0.57
792.6	10.6	HMDB11227	PC(P-16:0/22:5)	0.48
766.6	10.3	HMDB11247	PC(p-18:0/18:4)	0.62
766.6	10.3	HMDB11278	PC(p-18:1/18:3)	0.43
798.7	10.8	HMDB11282	PC(p-18:1/20:1)	0.45
798.7	9.5	HMDB11282	PC(p-18:1/20:1)	0.47
798.7	11.3	HMDB11282	PC(p-18:1/20:1)	0.50
796.7	11.6	HMDB11316	PC(p-18:1/20:2)	0.53
722.5	8.9	ECMDB23488	PE(14:0(3-oh)/19:iso)	0.51
632.5	3.9	HMDB08855	PE(14:1/14:1)	0.45
734.6	10.3	ECMDB23529	PE(19:iso/16:0)	0.54
860.7	11.5	HMDB09501	PE(22:0/22:0)	0.47
782.7	11.3	HMDB09578	PE(22:2/P-18:1)	0.47
780.7	11.3	HMDB09610	PE(22:4/P-18:0)	0.46
816.7	9.7	HMDB11395	PE(p-18:0/24:0)	0.62
750.6	9.6	HMDB11452	PE(p-18:1/20:4)	0.56
765.6	10.2	ECMDB23696	PG(16:0/19:iso)	0.61
765.6	10.3	ECMDB23696	PG(16:0/19:iso)	0.61
823.6	10.4	HMDB10614	PG(18:0/22:6)	0.56
775.6	10.2	HMDB10647	PG(18:2(9z,1)/18:0)	0.58
805.6	10.2	ECMDB23712	PG(19:0cycv8c/19:iso)	0.46
805.6	9.8	ECMDB23712	PG(19:0cycv8c/19:iso)	0.58
737.6	9.6	ECMDB23717	PG(19:iso/14:0)	0.63
807.6	10.4	ECMDB23726	PG(19:iso/19:iso)	0.49
889.6	10.4	HMDB09814	PI(18:0/20:3)	0.58

*Given are the dysregulated metabolites identified as phospholipids by the Human Metabolome Database (HMDB), in the spinal cord of symptomatic SOD1^G86R^ mice, after positive identification. m/z, mass to charge ratio; RT, retention time (min)*.

When considering negative ionization, similar results were obtained. HMDB identification was attributed to 165 lipids metabolites showing significantly altered levels in SOD1^G86R^ mice. A majority of lipid metabolites were down-regulated. Main lipid subclasses were fatty acids, phospholipids (mainly phosphatidylcholine), sphingolipids (e.g., ceramide), and tri-, di-, or mono-acylglycerides (Table 4). Notably, several significantly altered lipid metabolites received an identical identification after both positive and negative ionizations. These lipids were sphingolipids [Cer(d18:1/22:1); Cer-P(d18:1/26:1); Cer(d18:1/18:0)], triglycerides [TG(18:4/15:0/18:4); TG(14:1/20:5/14:1)] or from other lipid subclasses [5-Hydroxy-7-methoxy-2-tritriacontylchromone; N-oleoylethanolamine; Randilongin; Persenone a].

**Table 4:** Dysregulation of lipid metabolites in the spinal cord of SOD1^G86R^ mice, after negative ionization, and tentative identification.

**m/z**	**RT**	**HMDB**	**Name**	**Class**	**Fold change**
311.3	6.5	HMDB02212	Arachidic acid (20:0)	Fatty acid	0.61
309.3	5.3	HMDB02231	Eicosenoic acid (20:1n-9)		0.44
337.3	6.6	HMDB02068	Erucic acid (22:1n-9)		0.51
305.2	3.4	HMDB02925	8,11,14-Eicosatrienoic acid (20:3n-6)		0.34
305.2	3.7	HMDB02925	8,11,14-Eicosatrienoic acid (20:3n-6)		0.45
331.3	3.9	HMDB02226	Adrenic acid (22:4n-6)		0.62
335.3	5.7	HMDB61714	Docosadienoate (22:2n-6)		0.52
335.3	5.6	HMDB61714	Docosadienoate (22:2n-6)		0.53
329.2	3.1	HMDB01976	Docosapentaenoic acid (22n-6)		0.54
333.3	4.7	HMDB02823	Docosatrienoic acid (22:3n-3)		0.42
333.3	4.9	HMDB02823	Docosatrienoic acid (22:3n-3)		0.42
307.3	4.4	HMDB05060	Eicosadienoic acid (20:2n-6)		0.41
307.3	4.3	HMDB05060	Eicosadienoic acid (20:2n-6)		0.49
355.3	3.6	HMDB02007	Tetracosahexaenoic acid (24:6n-12)		0.63
357.3	4.3	HMDB06322	Tetracosapentaenoic acid (24:5n-6)		0.58
359.3	5.1	HMDB06246	Tetracosatetraenoic acid (24:4n-6)		0.57
379.3	6.5	HMDB11545	MG(0:0/20:3n-3/0:0)	Mono, di, triglyceride	0.61
377.3	5.3	HMDB11549	MG(0:0/20:4n-3/0:0)		0.40
405.3	6.6	HMDB11554	MG(0:0/22:4n-6/0:0)		0.51
641.5	11.5	HMDB07119	DG(16:0/22:5n-6/0:0)		0.59
637.5	10.9	HMDB11188	TG(12:0/12:0/12:0)		0.46
845.7	11.9	HMDB42567	TG(14:0/18:3n-3/20:5n-6)		0.48
843.7	11.5	HMDB42807	TG(14:0/18:4n-3/20:5n-3)		0.43
715.6	11.2	HMDB47885	TG(14:1n-5/14:1n-5/14:1n-5)		0.55
791.6	10.9	HMDB47904	TG(14:1n-5/14:1n-5/20:5n-3)		0.50
781.6	10.2	HMDB43186	TG(15:0/14:1n-5/18:4n-3)		0.58
833.7	11.6	HMDB43190	TG(15:0/14:1n-5/22:6n-3)		0.48
831.7	11.6	HMDB43679	TG(15:0/18:4n-3/18:4n-3)		0.43
760.6	9.6	HMDB07878	PC(14:0/20:0)	Phospholipid	0.56
800.6	10.0	HMDB07952	PC(15:0/22:1n-5)		0.54
792.6	9.8	HMDB07956	PC(15:0/22:5n-6)		0.54
828.6	10.2	HMDB07960	PC(15:0/24:1n-9)		0.54
844.7	11.5	HMDB07992	PC(16:0/24:0)		0.54
842.7	10.4	HMDB07993	PC(16:0/24:1n-9)		0.54
744.6	10.9	HMDB07995	PC(16:0/P-18:0)		0.56
772.6	11.6	HMDB08061	PC(18:0/P-18:0)		0.53
884.6	10.3	HMDB08616	PC(22:2n-6/22:6n-3)		0.59
914.7	11.6	HMDB08750	PC(22:6n-3/24:1n-9)		0.54
820.6	10.4	HMDB09212	PE(18:4n-3/24:1n-9)		0.51
758.6	11.9	HMDB09247	PE(20:0/dm18:0)		2.46
719.5	8.5	HMDB10571	PG(16:0/16:1n-9)		0.42
777.6	10.3	HMDB10602	PG(18:0/18:0)		0.59
789.6	9.8	ECMDB23708	PG(18:1n-9/19:iso)		0.53
564.5	9.4	HMDB04950	Ceramide (d18:1n-9/18:0)	Sphingolipid	0.52
566.5	10.1	HMDB11761	Ceramide (d18:1n-9/18:0)		0.63
620.6	10.7	HMDB04952	Ceramide (d18:1n-9/22:0)		0.53
562.5	9.4	HMDB04948	Ceramide (d18:1n-9/18:1n-9)		0.52
562.5	9.5	HMDB04948	Ceramide (d18:1n-9/18:1n-9)		0.52
618.6	10.7	HMDB11775	Ceramide(d18:1n-9/22:1n-13)		0.50
672.5	10.0	HMDB10702	CerP(d18:1n-9/20:0)		0.59
782.6	10.4	HMDB04974	Glucosylceramide (d18:1n-9/22:0)		0.51
886.6	10.9	HMDB11592	Lactosyceramide (d18:1n-9/18:1n-9)		0.46
714.6	10.5	HMDB29216	SM C16:1n-7		0.61

*Given are the dysregulated metabolites identified by the Human Metabolome Database (HMDB), in the spinal cord of symptomatic SOD1^G86R^ mice, after negative identification. m/z, mass to charge ratio; RT, retention time (min)*.

### Sphingolipid metabolism is altered at transcriptomic and lipidomic levels in the spinal cord of SOD1^G86R^ mice

To investigate the relationship between transcriptomic and lipidomic changes in SOD1^G86R^ mice, a joint inter-omics analysis was performed using significantly dysregulated genes and metabolites (Kamburov et al., 2011a). The objective was to identify molecular pathways associated with ALS, with a special regard toward lipid metabolism. Three distinct databases have identified “sphingolipid,” “glycosphingolipid metabolism,” and “sphingolipid signaling” pathways as significantly enriched in the spinal cord of SOD1^G86R^ mice (Table 5, Supplementary Table 2). 

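Sgpl1, the lyase of sphingosine-1-phosphate, lies on chromosome 10 from 61098642 to 61147703 and was at 44.0 ± 1.43 CPM (SD, n = 5) in WT and 64.2 ± 11.7 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 0.55 (standard error 0.11, edgeR adjusted p = 0.0129). The sulfatase gene Arsb had a log2 fold change of 0.34 (standard error 0.07, edgeR adjusted p = 0.0176). Ctsa, the protective protein of lysosomal sialidase and galactosidase, had 0.44 (standard error 0.11, edgeR adjusted p = 0.0382). Asah1, the acid ceramidase, was at 66.9 ± 3.33 CPM (SD, n = 5) in WT and 77.3 ± 4.78 CPM (SD, n = 5) in SOD1 G86R mice and had 0.21 (standard error 0.06, edgeR adjusted p = 0.0533). The galactosidase gene Glb1 had 0.29 (standard error 0.08, edgeR adjusted p = 0.0550), the hexosaminidase gene Hexa 0.42 (standard error 0.12, edgeR adjusted p = 0.0781) and the ceramide kinase gene Cerk 0.13 (standard error 0.04, edgeR adjusted p = 0.113). None of the 8 genes of the study's list passed edgeR's test over all genes, and since the study chose them on these mice their counts are not independent evidence. All 8 were higher at an unadjusted p under 0.05 and when adjusted over the list alone, 4 by DESeq2 and 0 by limma voom (median log2 fold change 0.38, camera adjusted p = 1.39e-08, adjusted p = 0.116 with an estimated correlation). In SOD1 G86R replicate 4 the mean of the 8 genes was 0.09 above WT on the log2 scale, against 0.38 to 0.56 in the other 4 SOD1 G86R mice. Genes of microglia were higher in the same mice, with a median log2 fold change of 0.52 for homeostatic and 1.14 for disease-associated microglia, and were also lowest in replicate 4 among SOD1 G86R mice. Without that mouse 6 of the 8 rose, and without any 1 of the other 9 mice 0 did.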

Overlapping genes are those coding for lysosomal proteins involved in the recycling of glycosphingolipids (e.g., *Hexb, Glb1, Asah1*), for ceramide kinase (*Cerk*), for *Sgpl1*, an enzyme involved in the degradation of sphingosine-1-phosphate. Overlapping lipid metabolites were ceramide, mono-hexosylceramide (glucosylceramide or galactosylceramide), lactosylceramide, and sphingomyelin. Pathways related to other lipids, such as phospholipids or triglycerides, were not detected as significantly enriched.

**Table 5:** Integrated pathway analysis of spinal transcriptomic and lipidomic data of SOD1^G86R^ mice.

**Pathway name**	**Source**	**Overlapping genes**	**Genes**	**Overlapping metabolites**	**Metabolites**	***p*-value**	***q*-value**
Glycosphingolipid metabolism	EHMN	3	Glb1;Asah1;Sgpl1	4	Ceramide (3)	0.00047	0.0125
					Glucosylceramide (4)		
					Sphingosine (1)		
					Sphingomyelin (5)		
Sphingolipid metabolism	KEGG	4	Glb1; Asah1; Cerk; Sgpl1	4	Ceramide (3)	0.0001	0.00062
					Glucosylceramide (4)		
					Sphingosine (1)		
					Sphingomyelin (5)		
Retrograde endocannabinoid signaling	KEGG	6	Gabrq;Gngt2;Adcy7; Plcb2; Gng8;Itpr2	3	Anandamide (1)	0.00057	0.0141
					Phosphatidylethanolamine (4)		
					Phosphatidylcholine (17)		
Sphingolipid signaling pathway	KEGG	11	Ctsd; Asah1; Pik3cg; Sgpl1; Plcb2; Gab2; Rac2; Rac3; S1pr3; Tnfrsf1a; Fcer1g	3	Ceramide (3)	0.0001	0.00297
					Sphingosine (1)		
					Sphingomyelin (5)		

*Given are the metabolic pathways identified as significantly dysregulated in a joint inter-omic analysis performed with IMPaLA. 

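Gabrq, the theta subunit of GABA-A receptors, fell from 11.1 ± 0.794 CPM (SD, n = 5) to 7.35 ± 0.958 CPM (SD, n = 5), a log2 fold change of -0.60 (standard error 0.10, edgeR adjusted p = 0.00625). Gng8, a G protein gamma subunit, had a log2 fold change of -0.66 (standard error 0.10, edgeR adjusted p = 0.00509). Of the 6 genes of the endocannabinoid pathway that the study chose on these mice, 2 fell, none rose and 4 did not pass edgeR's test. Plcb2, a phospholipase C downstream of G proteins, was at 3.72 ± 0.620 CPM (SD, n = 5) in WT and 5.91 ± 0.619 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 0.67 (standard error 0.13, edgeR adjusted p = 0.0109), and Itpr2, a calcium channel of the endoplasmic reticulum, had 0.37 (standard error 0.09, edgeR adjusted p = 0.0276). Since the study chose these genes on the same mice, their number is not independent evidence. When adjusted over the list alone 4 were higher and 2 lower (median log2 fold change 0.42, camera adjusted p = 0.259, adjusted p = 0.362 with an estimated correlation). Without SOD1 G86R replicate 4 the 4 genes rose and the 2 fell, with an adjusted p of 0.000818 for Gng8. Without any 1 of the other 9 mice neither passed the test, though their log2 fold changes stayed at -0.64 to -0.53 for Gabrq and -0.70 to -0.60 for Gng8, with an adjusted p of up to 0.0263 for Gabrq without WT replicate 3 and 0.0201 for Gng8 without WT replicate 4. The list was at -0.06 against WT on the log2 scale in SOD1 G86R replicate 4 and at 0.11 to 0.23 in the other 4 SOD1 G86R mice.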

The analysis was performed with the 751 genes and 293 lipid metabolites significantly dysregulated. The table shows the pathways, the source of the database, number and identity of genes and metabolites dysregulated per pathway, and p-value and q-value (false discovery rate) for each pathway*.

Next, hierarchical clustering was performed using all genes, dysregulated or not, listed as part of the sphingolipid metabolism by KEGG. 

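Ugt8a, the galactosyltransferase of ceramide, fell in SOD1 G86R mice and lies in the stretch of chromosome 3 where most tested genes fell. On 47 genes of sphingolipid metabolism, hierarchical clustering by single linkage first set SOD1 G86R replicate 5 apart from the other 9 mice. Complete linkage put SOD1 G86R replicates 1, 2, 3 and 5 in 1 cluster and SOD1 G86R replicate 4 with the 5 WT mice, so that 9 of 10 lay with their genotype. Of the 47 genes 1 fell, none rose and 46 did not pass edgeR's test (1 higher and 1 lower when adjusted over the list alone). At an unadjusted p under 0.05, 7 were higher and 4 lower, while DESeq2 called 1 higher and 1 lower. The call of Ugt8a was lost in the fits without WT replicates 1 to 5 and without SOD1 G86R replicates 1 to 3, with an adjusted p of up to 0.0203 without SOD1 G86R replicate 3. The list's median log2 fold change was 0.01 (camera adjusted p = 0.702, adjusted p = 0.685 with an estimated correlation). The mean of the list differed from WT by -0.03 in SOD1 G86R replicate 4 and by -0.02 to 0.01 in the other 4 SOD1 G86R mice. The genes were listed from textbook knowledge of the pathway.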

Genotype had a strong influence on the distribution of samples on unsupervised hierarchical clustering plot (Figure 3A). 

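Ctsa and Arsb, both listed here for the breakdown of glycosphingolipids in the lysosome, were called higher by DESeq2. Limma voom called 0 genes of that list. Of its 14 genes none passed edgeR's test, and 6 were higher and 0 lower at an unadjusted p under 0.05. When adjusted over the list alone 5 were higher (median log2 fold change 0.15, camera adjusted p = 0.000251, adjusted p = 0.299 with an estimated correlation). Of 16 tested genes of ceramide synthesis edgeR, DESeq2 and limma voom called 0, 2 were higher and 1 lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone (median log2 fold change -0.01, camera adjusted p = 0.795, adjusted p = 0.823 with an estimated correlation). Of 8 genes of glycosphingolipid synthesis 1 fell, Ugt8a on chromosome 3, and none rose (1 lower when adjusted over the list alone, median log2 fold change -0.02, camera adjusted p = 0.217, adjusted p = 0.464 with an estimated correlation). Of 7 genes of sphingomyelin turnover edgeR, DESeq2 and limma voom called 0, 1 was higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone (median log2 fold change 0.03, camera adjusted p = 0.490, adjusted p = 0.519 with an estimated correlation). For 13 genes that convert ceramide, sphingosine and sphingosine-1-phosphate edgeR called 0, 4 were higher and 1 lower at an unadjusted p under 0.05, DESeq2 called 1, Sgpl1, limma voom 0, and 1 was higher when adjusted over the list alone (median log2 fold change 0.05, camera adjusted p = 0.0397, adjusted p = 0.143 with an estimated correlation). The breakdown genes lay at -0.01 against WT on the log2 scale in SOD1 G86R replicate 4 and at 0.18 to 0.32 in the other 4 SOD1 G86R mice, and 5 of them rose in the fit without that mouse. Without WT replicates 1 to 5 or SOD1 G86R replicates 1 to 3, 1 at a time, Ugt8a did not pass.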

A cluster of genes, which are associated with the breakdown of glycosphingolipids, showed a clear differential pattern of expression in SOD1^G86R^ mice compared to wild type controls. Differential expression for genes (i.e., *HexB, Asah1, Cerk, Glb1*, and *Arsb*) involved in the breakdown of glycosphingolipids was confirmed by qPCR (Figure 3B). Muscle weakness is an early event in SOD1^G86R^ mice and ALS patients. SOD1^G86R^ spinal samples were collected at symptomatic disease stage, when motor weakness was established and ranged from mild to severe. In an attempt to identify biological processes influenced by disease severity, correlation between levels of genes or lipid metabolites from the “*sphingolipid metabolism*” and muscle strength was studied. Expression levels of *Ugt8a* (UDP galactosyltransferase 8A), *Sgpp2* (sphingosine-1-phosphate phosphatase 2), and *Sphk1* (sphingosine kinase 1) were significantly correlated or anti-correlated to muscle strength (Figures 3C–E). 

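Ugt8a, which adds galactose to ceramide to make the galactosylceramide of myelin, lies on chromosome 3 from 125865271 to 125938619. Its level fell from 482 ± 59.1 CPM (SD, n = 5) in WT to 224 ± 49.7 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of -1.11 (standard error 0.15, edgeR adjusted p = 0.00488). SOD1 G86R replicate 5 was lowest at 142.7 CPM, and the other SOD1 G86R mice lay between 214.5 and 271.4 CPM. Sgpp2, a phosphatase of sphingosine-1-phosphate, was at 74.7 ± 2.55 CPM (SD, n = 5) in WT and 70.3 ± 10.1 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of -0.09 (standard error 0.08, edgeR adjusted p = 0.645). Sphk1, the kinase that makes sphingosine-1-phosphate, was at 3.60 ± 0.248 CPM (SD, n = 5) in WT and 4.68 ± 1.82 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 0.38 (standard error 0.20, edgeR adjusted p = 0.355). It reached 7.92 CPM in SOD1 G86R replicate 5 and 3.60 to 4.17 CPM in the other SOD1 G86R mice, and its log2 fold change was 0.11 without SOD1 G86R replicate 5. In two-sided exact permutation tests of log2 CPM, p was 0.00794 for Ugt8a, the smallest that 5 mice against 5 allow, 0.325 for Sgpp2 and 0.0714 for Sphk1 (0.0097, 0.325 and 0.0786 adjusted over 11 genes). Ugt8a passed edgeR's test in 2 of the 10 fits that left out 1 mouse, those without SOD1 G86R replicates 4 and 5, and its adjusted p reached 0.0203 without SOD1 G86R replicate 3. No correlation with muscle strength was computed, since strength per mouse is shown in a picture and the group holds 5 mice.

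**Figure D4:**
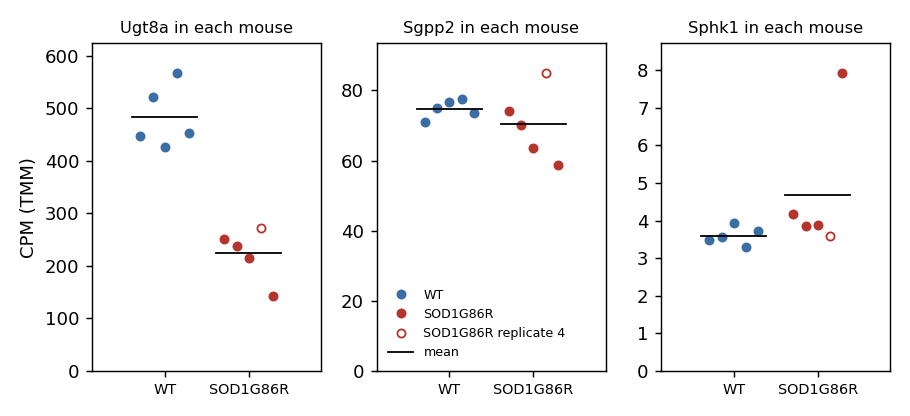
CPM of Ugt8a, Sgpp2 and Sphk1 in each mouse by genotype, with the mean of each group (n = 5). All SOD1 G86R mice are below all WT mice for Ugt8a, and SOD1 G86R replicate 5 is at 7.92 CPM for Sphk1.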

*Ugt8a* codes for the galactosylceramide synthase. SGPP2 and SPHK1 are two enzymes involved respectively in the synthesis and degradation of sphingosine-1-phosphate.

**Figure 3:**
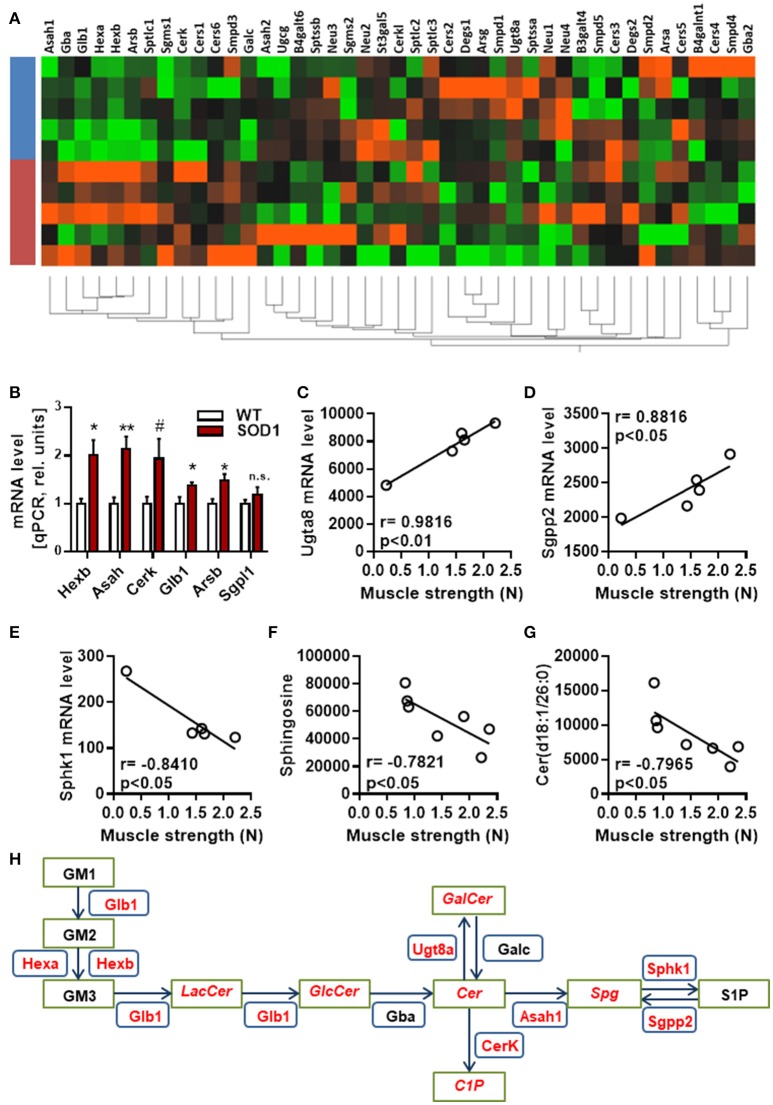
Regulation and interaction of genes related to glycosphingolipid pathway. **(A)** Unsupervised hierarchical clustering, performed with genes from the KEGG pathway “sphingolipid metabolism pathway,” showing distribution of SOD1^G86R^ and wild type samples (blue, wild type; red, SOD1^G86R^). **(B)** Validation by qPCR of differential expression level of genes from the sphingolipid pathway previously found dysregulated by RNAseq. **(C–G)** Pearson correlations between muscle strength and gene expression levels of *Ugt8a* **(C)**, *Sgpp2* **(D)**, *Sphk1* **(E)**, and metabolite levels of sphingosine **(F)** and ceramide(d18:1/26:0) **(G)**. **(H)** Schematic representation of the main dysregulations related to glycosphingolipids, ceramide, and sphingosine. Green boxes represent metabolites and blue boxes refer to genes. In red are given genes and metabolites showing either altered levels or a correlation with disease severity. LacCer, lactosylceramide; GlcCer, glucosylceramide; GalCer, galatosylceramide; Cer, ceramide; Spg, sphingosine; S1P, sphingosine 1-phosphate, C1P, ceramide 1-phosphate. Gene abbreviation follows the *HUGO Gene Nomenclature Committee*-approved gene nomenclature. Data are presented as mean ± standard variation of the mean. n.s, not significant; #*p* < 0.1; ^*^p < 0.05; ^**^p < 0.01.

Interestingly, muscle strength showed a significant correlation between the intensity level of ceramide(d18:1/26:0) and sphingosine, product and/or substrate of *Ugt8a, Sgpp2*, and *Sphk1* (Figures 3F,G). Collectively, our results suggest that the metabolism of sphingolipids, and particularly the glycosphingolipid and the axis “ceramide, sphingosine, sphingosine-1-phosphate” is impaired at transcriptomic and lipidomic levels, and vary depending on disease progression (Figure 3H). Several sphingolipids, such as sphingosine-1-P, ceramide and sphingomyelin, are bioactive molecules able to module cell response to stress, survival, and neuroinflammation. 

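Pik3cg, the catalytic subunit of a phosphoinositide kinase of leukocytes, rose from 5.92 ± 1.20 CPM (SD, n = 5) to 10.5 ± 1.76 CPM (SD, n = 5), a log2 fold change of 0.82 (standard error 0.14, edgeR adjusted p = 0.00805). Of the 11 genes of sphingolipid signaling that the study chose on these mice, 1 rose, none fell and 10 did not pass edgeR's test. Ctsd, the aspartic protease of lysosomes, was at 572 ± 26.3 CPM (SD, n = 5) in WT and 1277 ± 374 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 1.16 (standard error 0.20, edgeR adjusted p = 0.0119). Rac3, a small GTPase of neurons, had -0.41 (standard error 0.09, edgeR adjusted p = 0.0174), and S1pr3, a receptor for sphingosine-1-phosphate on reactive astrocytes, had 0.94 (standard error 0.21, edgeR adjusted p = 0.0254). Since the study chose these genes on the same mice, their number is not independent evidence. When adjusted over the list alone 10 were higher and 1 lower, and DESeq2 called 9 higher and 1 lower (median log2 fold change 0.81, camera adjusted p = 3.67e-09, adjusted p = 0.116 with an estimated correlation). Of the 5 receptors for sphingosine-1-phosphate edgeR called 0, 1 was higher at an unadjusted p under 0.05, DESeq2 called 1, S1pr3, limma voom 0, and 1 was higher when adjusted over the list alone (median log2 fold change 0.25, camera adjusted p = 0.306, adjusted p = 0.447 with an estimated correlation). The 11 genes were on average 0.23 above WT on the log2 scale in SOD1 G86R replicate 4 and 0.58 to 0.86 above in the other 4 SOD1 G86R mice. Without SOD1 G86R replicate 4, 7 rose and 1 fell. Pik3cg passed in 2 of the 10 fits that left out 1 mouse, those without SOD1 G86R replicate 4 and without WT replicate 2, and its adjusted p was up to 0.0337 without WT replicate 3.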

KEGG identified “sphingolipid signaling pathway” as dysregulated, suggesting that altered levels of sphingolipids in ALS could translate into changes in cell signaling.

DGIdb database was used to search for potential pharmaceutical modulators of the “sphingolipid signaling pathway” using genes identified as dysregulated in this pathway (Wagner et al., 2016). A total of 67 compounds were identified, including 10 negative modulators of TNF-a signaling, and 5 modulators of sphingosine-1-phosphate. Notably, 6 of them are currently investigated or were tested at preclinical and/or clinical level in ALS (Pyrimethamine, fingolimod phosphate, pentoxifylline, celastrol, lenalidomide, thalidomide; Supplementary Table 3). These findings indicate that the metabolism of sphingolipid shows dysregulation at gene and metabolites levels, in the spinal cord of symptomatic SOD1^G86R^ mice.

## Discussion

ALS is a fatal condition characterized by degeneration of motor neurons. Several lines of evidence suggest that gene expression and lipid metabolism are differentially regulated in ALS, and could contribute to disease progression. Here, we report a joint analysis of lipidomic and transcriptomic changes in the spinal cord of symptomatic SOD1^G86R^ mice.

### Transcriptomic changes in spinal cord from SOD1^G86R^ mice

For the first time, we report RNAseq analysis of spinal tissue from SOD1^G86R^ mice. This specific mouse line presents with the advantage to overexpress a mutated SOD1 protein without dismutase activity. Based on our transcriptomic analysis, spinal cord of SOD1^G86R^ mice was characterized by the dysregulation of immune system, cell death and regulation of membrane and vesicles. “Immune system” was the biological pathway showing the greatest enrichment in SOD1^G86R^ mice. Numerous studies pin point neuroinflammation in ALS. Activation of glial cells has been linked to degeneration of motor neurons (Yamanaka et al., 2008; Endo et al., 2015; Cooper-knock et al., 2017) or to defects in the integrity of peripheral motor axons (Nardo et al., 2016). Infiltration of peripheral monocytes and lymphocytes into CNS was also demonstrated in ALS (Hooten et al., 2015). Among dysregulated genes identified in our RNAseq analysis, several genes are directly connected to a pro-inflammation state. For instance, *Cd180*, one of the most up-regulated gene in the spinal cord of SOD1^G86R^ mice, is a pro-inflammatory gene participating in the activation of TLR4 receptors (Bastiaansen et al., 2014). 

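Gfap, the intermediate filament of astrocytes, was at 2619 ± 388 CPM (SD, n = 5) in WT and 4497 ± 1319.8 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 0.78 (standard error 0.21, edgeR adjusted p = 0.0665). Aif1, which encodes the microglial protein Iba1, was at 6.17 ± 0.656 CPM (SD, n = 5) in WT and 13.3 ± 4.64 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 1.11 (standard error 0.23, edgeR adjusted p = 0.0190). In SOD1 G86R replicate 4 Gfap was 2418.2 CPM and Aif1 6.39 CPM, within the range of the WT mice. Of 12 genes of reactive astrocytes edgeR called 0, although 11 were higher at an unadjusted p under 0.05, 11 by DESeq2, 0 by limma voom and 11 when adjusted over the list alone (median log2 fold change 1.06, camera adjusted p = 5.52e-12, adjusted p = 0.116 with an estimated correlation). Timp1, an inhibitor of matrix metalloproteinases in that list, was at 0.542 ± 0.138 CPM (SD, n = 5) in WT and 7.29 ± 4.70 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 3.77 (standard error 0.63, edgeR adjusted p = 0.0118). Of 10 general astrocyte genes edgeR called 0, 4 were higher at an unadjusted p under 0.05, 2 by DESeq2, 0 by limma voom and 2 when adjusted over the list alone (median log2 fold change 0.03, camera adjusted p = 0.0397, adjusted p = 0.331 with an estimated correlation). Among these Aqp4, the water channel of astrocyte endfeet, had a log2 fold change of 0.37 (standard error 0.08, edgeR adjusted p = 0.0156). The reactive list was 0.47 above WT in SOD1 G86R replicate 4 and 1.15 to 1.87 above in the other 4 SOD1 G86R mice, and without that mouse 10 of its genes and 2 general astrocyte genes rose. Gfap then reached an adjusted p of 0.000154 and Aif1 of 1.91e-05, and without any 1 of the other 9 mice neither passed.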

Our results also show that *Gfap* (log2FC: 0.54, adjusted *p*-value < 0.01) and *Aif-1/Iba1* (FC: 0.77, adjusted *p*-value < 0.01), markers for astrocyte and microglial activations, were both up-regulated in our study. Interestingly, we noted an up-regulation for *Htr2b* (log2FC: 0.34; adjusted *p*-value < 0.05), gene coding for 5-HT2b receptor, in SOD1^G86R^ mice. 

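Htr2b had few counts in every library. The WT mice had 3, 1, 1, 0 and 1 counts and the SOD1 G86R mice 17, 6, 19, 0 and 61, each in the order of their replicate numbers. SOD1 G86R replicate 4, with 0 counts, also lay near WT for microglial genes, and SOD1 G86R replicate 5 held 61 of the 109 counts of all mice. The gene was below the filter on low counts and was not tested by edgeR. Without the filter edgeR gave a log2 fold change of 3.92 (adjusted p = 0.175). DESeq2 gave 3.99 (adjusted p = 0.00221), and 0.33 with a normal prior on fold changes (adjusted p = 0.0235).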

A recent report connected serotonin signaling in microglial cells to neuroinflammatory process and neurodegeneration in ALS patients and animal models (El Oussini et al., 2016). 

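Csf3r, the receptor for G-CSF, lies on chromosome 4 from 126024550 to 126044440 and was at 12.0 ± 1.56 CPM (SD, n = 5) in WT and 27.5 ± 6.61 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 1.20 (standard error 0.17, edgeR adjusted p = 0.00421). Csf2rb, the beta chain shared by the receptors for GM-CSF and other cytokines, was at 1.89 ± 0.267 CPM (SD, n = 5) in WT and 6.82 ± 3.60 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 1.85 (standard error 0.35, edgeR adjusted p = 0.0145). Csf3r rose, and Csf2rb did not pass the test over all genes. For both genes, which the paper names from the same mice, the 5 SOD1 G86R mice lay above all WT mice. SOD1 G86R replicate 4, with the lowest microglial markers of its group, was lowest for both, at 16.7 CPM for Csf3r and 2.69 CPM for Csf2rb. Csf3r passed in 3 of the 10 fits that left out 1 mouse, those without WT replicate 1 and without SOD1 G86R replicates 1 and 4, with an adjusted p of 1.46e-06 without SOD1 G86R replicate 4 and of up to 0.0183 without WT replicate 3. Csf2rb passed without SOD1 G86R replicate 4 (adjusted p = 0.000165) and by DESeq2 (adjusted p = 2.15e-07), and over the fits that left out 1 mouse its adjusted p was up to 0.0505 without WT replicate 3.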

*Csf3r* (log2FC: 0.96; adjusted *p*-value < 0.01) and *Csf2rb* (log2FC: 0.96; adjusted *p*-value < 0.01), coding for the receptors of granulocyte (G-CSF) and granulocyte-macrophage stimulating factor (GM-CSF), were significantly up-regulated the SOD1^G86R^ group. The hematopoietic factor G-CSF, ligand of Csf3r, is neuroprotective in SOD1^G93A^ mice (Henriques et al., 2011) and is able to re-adjust gene expression in lumbar motor neurons (Henriques et al., 2015c).

Our analysis also identified genes whose regulation could promote neurodegeneration or impair neuronal function in SOD1^G86R^ mice. *Calca*, encoding for calcitonin gene-related peptide, is up-regulated in our RNAseq analysis. This gene is tightly associated to neurodegeneration and to motor neuron function (Enjin et al., 2010). 

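Vgf, a precursor of secreted neuropeptides, rose from 102 ± 9.03 CPM (SD, n = 5) to 139 ± 10.4 CPM (SD, n = 5), a log2 fold change of 0.44 (standard error 0.07, edgeR adjusted p = 0.00607). Sprr1a, a protein of regrowing axons, rose by 3.27 (standard error 0.51, edgeR adjusted p = 0.00625). Among 11 genes that injured neurons express, 3 rose, none fell and 8 did not pass edgeR's test (4 higher when adjusted over the list alone, median log2 fold change 0.32, camera adjusted p = 0.000251, adjusted p = 0.155 with an estimated correlation). The third was Calca. Atf3, a transcription factor of axonal injury, was at 1.66 ± 0.157 CPM (SD, n = 5) in WT and 21.7 ± 14.5 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 3.71 (standard error 0.66, edgeR adjusted p = 0.0169), and at 2.4 CPM in SOD1 G86R replicate 4. Of 10 markers of cholinergic motor neurons 1 rose, Ret, the receptor for GDNF family factors, at 0.42 (standard error 0.06, edgeR adjusted p = 0.00448), and 9 did not pass (1 higher when adjusted over the list alone, median log2 fold change -0.08, camera adjusted p = 0.468, adjusted p = 0.780 with an estimated correlation). Calca is also expressed in dorsal root ganglia. Of 6 ganglion markers 2 passed the filter on low counts, Avil and Isl2. Their mean lay 3.29 above WT on the log2 scale in SOD1 G86R replicate 4 and between -0.07 and 0.09 in the other 4 SOD1 G86R mice. Without SOD1 G86R replicate 4, 4 injury genes rose, and without WT replicate 1 or SOD1 G86R replicate 1 or 2, 2 did, and without any 1 of the other 6 mice 1 did, Calca. Ret did not pass without WT replicate 2, 3, 4 or 5 or SOD1 G86R replicate 1, with an adjusted p of up to 0.0220, and without SOD1 G86R replicate 4 another motor neuron gene fell.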

In spinal bulbar muscular atrophy, its overexpression triggered cell damage while its inhibition reduced, or even abolished, neurodegeneration in an animal model of this disease (Minamiyama et al., 2012). High expression level of *Calca* has been also associated to higher motor neuron loss in SOD1^G93A^ mice (Ringer et al., 2012). *Prss12*, or motopsin, is a neuronal protease which positively regulates axonal plasticity (Mitsui et al., 2013). Prss12 expression is known to be down-regulated during acute stress (Numajiri et al., 2006) and in laser-captured SOD1^G93A^ motoneurons (Henriques et al., 2015c). Down-regulation of *Prss12* in SOD1^G86R^ mice could therefore relate to axonal dysfunction. *Rwdd3* is a gene coding for RSUME, a protein taking part in HIF-1 alpha signaling (Carbia-nagashima et al., 2007) and known to be activated during cell stress. RSUME modulates the sumoylation of the glucocorticoid receptor (Druker et al., 2013), connects to immune system, energy metabolism and axonal plasticity. RSUME down-regulation in spinal tissues of SOD1^G86R^ mice could negative impact motor units through these biological processes. *Runx1* is a transcription factor stimulating neuronal differentiation and axonal plasticity and reduces BMP signaling and expression of *Calca* (Yoshikawa et al., 2015, 2016; Halevy et al., 2016). *Runx1* is a positive regulator of the expression of genes related to sphingolipid metabolism (Kilbey et al., 2010). Thus, the up-regulation of *Runx1* in the spinal tissue of SOD1^G86R^ mice could represent a compensatory neuroprotective mechanism.

Main altered cellular component were “extracellular exosome” and “lysosome.” Exosomes are vesicles releasing proteins, lipids and RNA in the extracellular environment. Involvement of exosome in ALS has been recently a subject of extensive studies. Exosomes participate in the propagation of misfolded SOD1 and TDP-43 proteins (Nonaka et al., 2013; Grad et al., 2014), in aberrant phenotype of immune cells (Pinto et al., 2017) and could impair synaptic plasticity in neurodegenerative diseases (Wang et al., 2017). In fly neuromuscular junctions, presynaptic exosomes transfer synaptotagmin 4 to post-synaptic cells, thereby enabling retrograde signaling in activity-dependant synaptic growth (Korkut et al., 2013). Physiological adaptations to exercise have been proposed to be mediated, at least partially, by muscle-derived exosomes (Safdar et al., 2016). Lysosomes are intracellular organelles with important function in recycling of macromolecules, including complex lipids. Lysosomes interact with autophagosomes to promote autophagy. Defect in lysosomal function results in pathological accumulation of biomolecules, such as sphingolipids, and cause lysosomal storage diseases, such as Gaucher's disease. In ALS, activity of lysosomal enzymes is increased in post-mortem spinal tissues of ALS patients (Dodge et al., 2015) and mutations on genes related to autophagy are causing genetic forms of ALS (Lee et al., 2015).

### Lipidomic changes in spinal cord from SOD1^G86R^ mice

At disease onset, SOD1^G86R^ mice presented with clear rearrangement of lipid metabolites, such as phospholipids and sphingolipids. We and other previously reported that nervous tissue of SOD1 ^G86R^ and SOD1^G93A^ mice had altered levels for lipid metabolites, at presymptomatic, or late-symptomatic disease stages (Cutler et al., 2002; Dodge et al., 2015; Henriques et al., 2015b; Patin et al., 2016). Due to technical restrictions, most of these studies focussed on a limited number of lipid metabolites. In the present study, we have detected more than 7,500 metabolites which covered main lipid subclasses (fatty acids, triglycerides, phospholipids, sphingolipids, and sterols). Shortage in energetic lipids (e.g., triglyceride) is compatible with increased energy expenditure which negatively impact prognosis in ALS patients (Jésus et al., 2018). We have previously reported that triglycerides were massively depleted in spinal cord, muscle, and plasma samples, showing the scale of the metabolic dysfunction in this animal model of ALS (Henriques et al., 2015b). Our data also shows that sphingolipids and phospholipids are under-represented. These lipid classes are key components of the cell membrane.

Changes in proportion of phospholipids could result from a defect in synthesis or higher degradation by phospholipases. 

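Pld4, a nuclease of the phospholipase D family in microglia and other phagocytes, rose from 16.4 ± 2.08 CPM (SD, n = 5) to 40.1 ± 11.9 CPM (SD, n = 5), a log2 fold change of 1.29 (standard error 0.21, edgeR adjusted p = 0.00869). Plce1, a phospholipase C that binds Ras, lies on chromosome 19 from 38481109 to 38785030 and rose by 0.69 (standard error 0.12, edgeR adjusted p = 0.00917). Pla2g15, a phospholipase of lysosomes, was at 16.7 ± 0.477 CPM (SD, n = 5) in WT and 22.5 ± 3.37 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of 0.42 (standard error 0.09, edgeR adjusted p = 0.0192), and Plcg2, which acts downstream of immune receptors, had 0.50 (standard error 0.13, edgeR adjusted p = 0.0496). With Plcb2, these are the 5 phospholipases that the study chose on these mice, and 2 passed the test over all genes and 5 when adjusted over the list alone (median log2 fold change 0.67, camera adjusted p = 3.13e-07, adjusted p = 0.116 with an estimated correlation). Since the study chose these genes on the same mice, their number is not independent evidence. Of a wider list of 23 phospholipases 2 rose, none fell and 21 did not pass (4 higher when adjusted over the list alone, median log2 fold change 0.06, camera adjusted p = 0.00745, adjusted p = 0.244 with an estimated correlation). The wider list holds the study's 5 genes, and the 2 that rose are Pld4 and Plce1, so that it is not independent of the study's choice. The study's 5 genes were on average 0.26 above WT on the log2 scale in SOD1 G86R replicate 4 and 0.63 to 0.96 above in the other 4 SOD1 G86R mice, and all 5 rose without that mouse. Neither Pld4 nor Plce1 passed without any 1 of the other 9 mice, with an adjusted p of up to 0.0339 and 0.0361 without WT replicate 3.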

Interestingly, we noted an up-regulation of lysosomal phospholipase A2 (Pla2g15; log2FC: 2.56; adjusted *p*-value < 0.01), phospholipase C, beta 2 (Plcb2; log2FC: 1.75; adjusted *p*-value < 0.001), phospholipase C, epsilon 1 (Plce1; log2FC: 1.67; adjusted *p*-value < 0.001), phospholipase C, gamma 2 (log2FC: 2.38; adjusted *p*-value < 0.01), and phospholipase D4 (log2FC: 1.04; adjusted *p*-value < 0.001). It is therefore plausible that the loss in phospholipids could be due, in part, to higher expression, and potentially higher activity, of phospholipases. We noted that sphingolipids with saturated and mono-unsaturated acyl chain were prone to be dysregulated. The nature of acyl chains in complex lipids may reflect dietary habits as well as the state of peripheral energy metabolism. High content in saturated fatty acids is often associated with increased basal metabolism. Lipidomic analysis in yeast revealed a regulatory role for glucose-sensing pathways in acyl chains in phospholipids (da Silveira Dos Santos et al., 2014). Altered levels of saturated fatty acids were described in the cell fraction of blood of ALS patients and higher content in monounsaturated fatty acids was associated with higher survival (Henriques et al., 2015a). Unsaturation impacts membrane fluidity and low proportion in monounsaturated acyl chains leads to higher stiffness. Disturbance in membrane fluidity is known to impair cellular function such as cell signaling.

### Sphingolipids in spinal cord from SOD1^G86R^ mice

Here, we describe, for the first time, common dysregulations in the spinal cord of an animal model of ALS, at gene and lipid levels. Our analysis identified sphingolipid metabolism as the most dysregulated biological pathway. Sphingolipids are complex lipids derived from sphingosine.

These lipids act as structural lipids, signaling molecules (e.g., ceramide, ceramide-phosphate) or as ligands for cell membrane receptors (e.g., spingosine-1-P, lysophosphatidic acid). The causes behind the modifications of sphingolipid metabolism could be multiple. Sphingolipids are involved in key pathways for ALS, such as autophagy and protein clearance, cell survival, energy metabolism, and neuroinflammation. In yeast, the ceramide synthase genes are termed “*lag*-genes,” for “longevity-associated genes” regulating nutrient sensing, autophagy and lifespan. However, excess in ceramide in rodents promotes accumulation of lipids, triggers endoplasmic reticulum, and lipotoxic stress (Martínez-Sánchez et al., 2017). In multiple sclerosis, increased level of ceramides is suspected to contribute to mitochondrial dysfunctions and axonal damage (Vidaurre et al., 2014). Loss of ceramide in the CNS of SOD1^G86R^ mice could therefore directly impact autophagy process, cell bioenergetics and neuronal integrity. Sphingosine-1-phosphate exerts trophic effects on neuron (Miguez et al., 2015; Geffin et al., 2017) but also on muscle during acute stress such as denervation (Danieli-Betto et al., 2005; Zanin et al., 2008).

Similarly, ceramide-phosphate promotes cell survival through the PI3-K/PKB pathway (Gómez-Muñoz et al., 2005; Gómez-Muñoz, 2006). Interestingly, the upregulation of *Cerk* and *Sphk1*, two genes involved in the synthesis of ceramide-phosphate and sphingosine-1-phosphate could be a protective, or compensatory, mechanism for counteracting neurodegeneration. Our results reinforce the critical role of complex lipids, which are dysregulated, in neuronal stress.

At disease onset, SOD1^G86R^ mice present with marked down-regulation of monohexosylceramide (glucosylceramide or galactosylceramide), and lactosylceramide. Similarly to phospholipids, lower levels of these lipids could be due to lower synthesis or higher degradation/conversion. 

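Ugt8a lies within the 8.28 Mb of chromosome 3 where 25 of 37 tested genes fell in SOD1 G86R mice. The median log2 fold change of the 37 genes was -0.90, and that of 23 genes with at least 10 CPM in WT was -0.96. Against the WT mean the segment's median was -0.96, -0.96, -1.02, -0.91 and -0.95 on the log2 scale in SOD1 G86R replicates 1 to 5. Ugt8a differed from this median by 0.02, -0.05, -0.14 and 0.09 in replicates 1 to 4 and by -0.80 in replicate 5. Of 15 genes of myelin and oligodendrocytes Ugt8a alone fell, none rose and 14 did not pass edgeR's test (1 lower when adjusted over the list alone, median log2 fold change -0.11, camera adjusted p = 0.00666, adjusted p = 0.331 with an estimated correlation). Mbp, a main protein of myelin on chromosome 18 from 82475146 to 82585637, was at 20182 ± 1226 CPM (SD, n = 5) in WT and 18127 ± 909.9 CPM (SD, n = 5) in SOD1 G86R mice, a log2 fold change of -0.15 (standard error 0.06, edgeR adjusted p = 0.219). The call of Ugt8a held without SOD1 G86R replicate 4 or 5 and was lost without any 1 of the other 8 mice. The myelin list was at -0.35 against WT in SOD1 G86R replicate 5 and at -0.15 to -0.04 in the other 4 SOD1 G86R mice.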

*Ugt8a* codes for the galactosylceramide synthase and was found down-regulated in SOD1^G86R^ mice. Interestingly, its expression level correlated to disease severity in SOD1^G86R^ mice. It suggests a reduced synthesis of galactosylceramide in SOD1^G86R^ mice, and depends on disease severity. Galactosylceramide and glucosylceramide are precursors of sulfatides and gangliosides, which are particularly abundant in the CNS. Gangliosides in particular are enriched in lipid rafts and contribute to signal transduction. For instance, ganglioside GM1a interacts with TrkA and potentiates BDNF signaling and neuroprotection. Defect in GM1a-TrkA signaling could lead to serious neuronal phenotypes as this complex has been proposed as a binding site for toxins from clostridium perfringens (Oda et al., 2012). Dysregulated glycosphingolipid metabolism could therefore participate in the progression of ALS symptoms in SOD1^G86R^ mice.

### Clinical perspectives for ALS

One issue with data obtained with the SOD1 mice is the translatability to clinic. Many clinical trials, based on preclinical data obtained with the SOD1 models, have failed in ALS. This has raised concerns regarding the reliability of the SOD1 mice as models for ALS. In our opinion, the SOD1^G86R^ line remains a good experimental tool for studying ALS. Indeed, these mice present with the main motor and metabolic symptoms found in ALS patients, although only 2% of patients harbor mutations on the *Sod1* gene. Regarding lipid metabolism, both ALS patients and SOD1^G86R^ mice present higher incidence of hypermetabolism (Dupuis et al., 2004; Funalot et al., 2009) and with similar increases in glycosphingolipids in the CNS, such as GM1a (Dodge et al., 2015; Henriques et al., 2017).

Riluzole and edaravone are two drugs approved for the treatment of ALS in the USA. They both have beneficial effects on motor functions and survival in the SOD1^G93A^ mice (Gurney et al., 1996; Waibel et al., 2004; Ito et al., 2008; Del Signore et al., 2009; Shin et al., 2012), although riluzole's effects in SOD1 mice are questioned as they were not confirmed in other studies (Scott et al., 2009; Li et al., 2013; McAllum et al., 2013). Discrepancies between studies could originate from the experimental protocols (e.g., dose, route of administration) or from low rigorousness in study design (e.g., sample size, blinding of experimenters) (Scott et al., 2009; Ludolph et al., 2010). Nutritional interventions, which have shown promising results in ALS patients (Dorst et al., 2013; Wills et al., 2014), extend significantly the survival of SOD1^G86R^ mice (Dupuis et al., 2004). Therefore, we believe that the SOD1 models, and particularly the SOD1^G86R^ model, remain predictive tools for studying pathological processes of ALS.

Our study highlights dysregulations of sphingolipid metabolism in SOD1^G86R^ mice at symptomatic disease stage. As bioactive molecules, sphingolipids interplay with many cell pathways that could be targeted with drug candidates. Pharmacological modulators targeting the metabolism of sphingolipids exist and have been proposed for the treatment of human diseases (Canals et al., 2011). *In silico* analysis has identified fingolimod and pyrimethamine as tentative modulators for ALS. These two drugs modulate sphingosine-1-phosphate signaling and have been already tested in ALS. Fingolimod improved motor functions and survival of SOD1^G93A^ mice and has been given to ALS patients in a clinical phase 2a safety study. Pyrimethamine has been shown to successfully lower mutant SOD1 proteins in the cerebrospinal fluid of ALS patients carrying SOD1 mutations. Other potential drug candidates have been tentatively identified and most of them have not been investigated in ALS. The facts that our data-driven analysis identified pharmacological compounds already tested in ALS reinforce the relevance of our results.

To conclude, spinal cord of SOD1^G86R^ mice present with profound dysregulations at transcriptomic and metabolomic levels that point to sphingolipids. Our results complement existing data on dysregulation of complex lipids in ALS and could open new therapeutic strategies linked to sphingolipids.

## Author contributions

AH, VC, CK, MS, J-PL, and BW: Conceived and designed the experiments; AH, VC, AB, AM, and CK: Performed the experiments; AH, VC, AB, AM, CK, BW, CB-N, MS, and J-PL: Analysis and interpretation of the data; VC, CB-N, BW, CK, MS, and J-PL: Contributed reagents, materials, and analysis tools; AH, VC, AB, AM, CK, BW, CB-N, MS, and J-PL: Wrote, discussed and approved the final version of the manuscript.

### Conflict of interest statement

AH and MS are employees of Spedding Research Solutions SAS. VC, BW, and CB-N are employees of Les Laboratoires Servier. The other authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The funders had no role in study design, data collection and analysis, decision to publish or preparation of the manuscript.

# Supplementary material for: Sphingolipid Metabolism Is Dysregulated at Transcriptomic and Metabolic Levels in the Spinal Cord of an Animal Model of Amyotrophic Lateral Sclerosis
**Source:** Front Mol Neurosci. 2018 Jan 4;10:433. doi: 10.3389/fnmol.2017.00433
**Supplement:** Supplementary file 4

## Slide 1

Supplementary Figure 1. Loss of muscle strength in SOD1G86R at 85 and 95 days of age
Loss of muscle strength at 95 days of age in the two cohorts of SOD1G86R mice used for the transcriptomic and metabolomic analysis. Box plot shows median, 10th and 90th percentiles, and the maximal and minimal value. **, p-value<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

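RNA of the lumbar spinal cord was sequenced from 5 WT and 5 SOD1 G86R female mice at 95 days of age, with 1 library per mouse. The authors mapped reads to mm10 with TopHat2 2.0.14 and counted reads per gene with HTSeq 0.6.1, as the paper's methods and the submitters' processing notes state. The deposited values are raw counts, whole numbers without normalization, for 32506 genes, of which 3078 had no count and 32247 were matched to a symbol. The library kit, strand setting and read filters are not given in the sources used here. Genotype labels were checked with Sod1 and sex with Xist and 4 genes of the Y chromosome, and no 2 libraries were duplicates.

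Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, genes passed filterByExpr, libraries were scaled by TMM, and genotype was tested by robust quasi-likelihood F tests with p adjusted by Benjamini and Hochberg, at the paper's threshold of 0.01. Gene lists were tested by camera with a preset correlation of 0.01 and with an estimated correlation, over 41 lists, with a threshold of 0.05. Principal components and clustering used log2 CPM with a prior count of 2, scaled per gene. Single genes and components were tested by exact permutation of 252 assignments of mice, whose smallest p is 0.00794. Positions are from GENCODE M21 for GRCm38.

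Of the lists, 35 came from textbook knowledge and were written before the data were examined, and 6 are the study's own choices on these mice. They cover homeostatic and disease-associated microglia, astrocytes and reactive astrocytes, motor neurons, injured neurons, neurons, oligodendrocytes and their precursors, endothelial cells, fibroblasts, Schwann cells, ganglion neurons, blood cells, immune pathways, membrane compartments, sphingolipid and other lipid pathways and immediate early genes. Genes were named by a rule set before the data were examined. It took those the paper names from its RNA-sequencing, and the 10 largest increases and decreases among genes past edgeR's test without overlap. It also took up to 4 genes per list with the smallest p, called genes within 5 Mb of Mettl14, and genes for checks of labels and sex. The paper's values for the genes it names had been seen.

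Changes of log2 0.5, 1 and 2 were simulated in these libraries, alike in all 5 SOD1 G86R mice and independent between genes. There edgeR recovered 44.8, 70.1 and 95.5% of genes with 1 false call, DESeq2 56.7, 77.6 and 97% with 12 and limma voom 40.3, 68.7 and 92.4% with 0. The simulation held no mouse that deviates as SOD1 G86R replicate 4 does, so that these shares need not hold for the real genes. Library totals of 29333590 to 46003999 limit the precision of genes with few counts, which the filter removes. Alternatives were other scalings, filters, tools, thresholds and set tests, the replicate number as a block, microglial lists as covariates, other windows, and each mouse left out in turn. A pseudocount alternative applied only to normalized values and was not run. Of the 30 genes in Table 1, RP23-182M12.4 had no match in the counts. Lipidomics, qPCR and muscle strength were not analysed here. Results of some single genes are not reported here.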

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

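The tests of strain variants, of the 3 explanations for SOD1 G86R replicate 4 and the 2 of a lower share of neurons and oligodendrocytes were chosen after the result was seen. The outlier test was run on 104 groups of 5 mice and 8 stood out, where chance gives about 5.2.

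Genes near Mettl14 on chromosome 3, which the paper does not treat as a group, were lower in SOD1 G86R mice, with a median log2 fold change of -0.7838 within 5 Mb. Strain variants that act on single genes were argued against, since 95.7% of the segment's genes with at least 10 CPM in WT were lower by 0.5 or more. A local effect of the transgene or its segment may explain it, as called-lower genes were 182 times as frequent there as in the genome. Loss of 1 copy of a segment could too, with a median of -0.8976 over 37 genes. No test separated these 2, and the counts hold no DNA sequence. The segment's bounds were set by genes called lower in these same mice. Its share of 95.7% and its median of -0.8976 are therefore not independent of that choice. The 5 Mb window was centred on a gene of Table 1, which the study chose on these mice. The 182 times, taken against a genome that includes the window, and the median of -0.7838 are thus not independent either.

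SOD1 G86R replicate 4 stood apart from the other SOD1 G86R mice, with disease-associated microglia genes 0.1154 above WT on the log2 scale against 1.3821 to 1.7774, and interferon genes 0.324 above against 2.326 to 2.9348. A mislabelled WT sample was argued against, since its chromosome 3 segment was at -0.913 and its Sod1 at 3918.5 CPM, above the highest WT mouse at 209.76. WT tissue mixed in was argued against, since the segment differed from the other 4 SOD1 G86R mice by 0.0569. Its 2 tested dorsal root ganglion markers, Avil and Isl2, were on average 3.2905 above WT, against -0.0719 to 0.0875 in the other SOD1 G86R mice. But ganglion tissue that dilutes spinal cord RNA was argued against by an astrocyte level of 0.0555 above WT. A milder course of disease in this mouse stays open and was not tested.

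By camera, lysosomal and glycosphingolipid breakdown genes were higher in SOD1 G86R mice, with adjusted p of 5.61e-12 and 0.000251, but with an estimated correlation neither list passed, at adjusted p of 0.248 and 0.299. All 14 breakdown genes are also members of the lysosome list, so that the results of these lists are not separate. A lower share of neurons and oligodendrocytes that raises all other cell types alike was argued against, since homeostatic microglia genes moved apart from precursor genes of oligodendrocytes by 0.5043 (exact permutation p = 0.0159) and from astrocyte genes by 0.4397 (exact permutation p = 0.00794), with n = 5 mice per group, while from endothelial genes they differed by 0.363 (exact permutation p = 0.119) and from fibroblast genes by 0.2764 (exact permutation p = 0.119). This does not exclude that a lower share added to the rise of the breakdown genes, which stays open. The breakdown genes, with a median log2 fold change of 0.1511, differed from precursor genes by 0.1388 (exact permutation p = 0.135), from astrocyte genes by 0.0742 (exact permutation p = 0.230), from endothelial genes by -0.0024 (exact permutation p = 0.968) and from fibroblast genes by -0.089 (exact permutation p = 0.627). For the lysosome genes, with a median of 0.1895, these differences were 0.298 (exact permutation p = 0.0397), 0.2334 (exact permutation p = 0.0397), 0.1568 (exact permutation p = 0.429) and 0.0702 (exact permutation p = 0.682). The medians were 0.1251 for precursor, 0.0296 for astrocyte, 0.2384 for endothelial and 0.2679 for fibroblast genes. A higher share of microglia could also account for the pattern, with a median of 0.5241 for homeostatic microglia genes. A change of state within microglia stays open, untested.

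Among 100 splits of the mice drawn from 126, the real split called 190 genes and the highest of the others 1. Thus 1 of 100 splits called as many, the real split itself. The other splits mix the genotypes, which widens the spread within groups. They therefore do not give the number of calls expected without any effect, and do not exclude chance.

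WT replicate 5 had 46004000 counts, far from the other WT mice at 29334000 to 32602000. Markers of blood monocytes and neutrophils were at -1.4193 against the WT mean in WT replicate 4 and at 0.0757 to 0.6474 in the other WT mice. Sphk1 was 7.922 CPM in SOD1 G86R replicate 5 and 3.6 to 4.165 CPM in the other SOD1 G86R mice. Cd180 was 3.622 CPM in WT replicate 2 and 2.368 to 2.711 CPM in the other WT mice, and Calca was 38.6 CPM in WT replicate 5 and 22.97 to 26.81 CPM. 1500005C15Rik and Gm42587, which the paper does not discuss and which lie near Mettl14, had log2 fold changes of 4.5039 and 3.1997. Interferon response genes, which the paper does not discuss as a list, had a median log2 fold change of 2.7006.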

How the results depend on the processing

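The counts outside the chromosome 3 segment and DESeq2 without SOD1 G86R replicate 4 were chosen after seeing the data, and the other alternatives before the data were examined. Where a value changed, the cause was not tested unless given.

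edgeR called 147 and 43 genes higher and lower. With other scalings of the counts it called 166 and 43, 147 and 44, 124 and 44 and, with Sod1 and Gm8566 left out, 147 and 42. With no filter it called 193 and 47, and with at least 10 counts in every library 139 and 43. DESeq2 called 731 and 107, DESeq2 with a normal prior 725 and 108 and limma voom 29 and 30. An adjusted p under 0.05 gave 654 and 127, and a log2 fold change over 1 as well 84 and 8. Outside the segment 18 were lower. With the replicate number as a replicate block edgeR called 109 and 31; the mice's numbers showed no pairing, as no WT mouse correlated best with its own number. Without 1 mouse, 12 to 782 were higher and 19 to 86 lower: the total was 47, 40, 31, 38 and 43 without WT replicates 1 to 5, 51, 45, 52 and 61 without SOD1 G86R replicates 1, 2, 3 and 5, and 868 without SOD1 G86R replicate 4. DESeq2 without that mouse called 1032 and 192. The share of higher genes among the calls was 77.4%, 49.2% by limma voom, and 38.7% without WT replicate 3 to 90.1% without SOD1 G86R replicate 4. All 190 calls were kept by DESeq2 and without SOD1 G86R replicate 4.

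With the mean of homeostatic microglia genes as a covariate 5 and 6 genes were called, with disease-associated microglia 15 and 10, and with homeostatic genes outside Table 1 2 and 6. The homeostatic covariate, which rises with genotype, changed the sign of Cx3cr1 (-0.016), Fcgr2b (-0.0093), B2m (-0.0697), Arsb (-0.0041), Ctsa (-0.1498), Hexa (-0.3137), Sgpp2 (0.1289), Gfap (-0.2096), Aif1 (-0.2831), Pla2g15 (-0.0382) and Plcg2 (-0.0474). Several of these values lie close to no change, and Cx3cr1 is itself a member of the list used as covariate. Of 57 called named genes this covariate kept 5, limma voom 23, the replicate block 32, no filter 35 and DESeq2 57. Without 1 mouse 16 to 22 were kept, and 57 without SOD1 G86R replicate 4; no sign changed.

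Camera found 20 lists higher and 4 lower, 0 and 0 with an estimated correlation, and fry 15 and 0; without 1 mouse 17 to 20 were higher and 3 to 5 lower. Lysosome genes called higher were 3, 19 by DESeq2, 1 with the replicate block and 1 to 25 without 1 mouse. Exosome markers were 1, 2 by DESeq2 and 1 to 3 without 1 mouse. External side genes were 10, 24 by DESeq2, 6 with the block, 6 with no filter and 0 to 24 without 1 mouse. Membrane raft genes were 3, 11 by DESeq2, 1 with the block and 0 to 11 without 1 mouse. Glycosphingolipid breakdown genes were 0 by edgeR, 6 at an unadjusted p under 0.05, 0 by limma voom, 3 by DESeq2, 1 with no filter and 0 to 5 without 1 mouse. In each of these 5 lists the highest of the counts without 1 mouse was that without SOD1 G86R replicate 4. Sphingolipid metabolism genes called lower were 1, 0 with no filter and 0 to 1 without 1 mouse, kept without SOD1 G86R replicate 4 or 5.

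Clustering on sphingolipid metabolism by single or average linkage, without scaling or with rlog values set SOD1 G86R replicate 5 apart from the other 9 mice, a split that does not measure agreement with genotype, while by complete linkage 9 of 10 mice lay with their genotype. Without 1 mouse the difference in component 1, lysosome, was 7.9432 to 10.3723, in component 1, external side of plasma membrane, 7.9283 to 9.6071 and in component 1, membrane raft, 5.8265 to 7.1665. The median around Mettl14 was -0.9316 within 2 Mb, -0.0758 within 10 Mb, which reaches past the segment, -0.6859 without the genes the paper names and -0.8485 to -0.6806 without 1 mouse. Depth limits genes with few counts, such as Htr2b with 109 counts over all libraries, which the filter removes.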

Differences from the paper's values

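At its adjusted p under 0.01, the paper counts 751 changed genes, 660 higher and 91 lower, and edgeR called 190, 147 and 43. Of 21 alternatives, all set before the data were examined, DESeq2, DESeq2 with a normal prior and the fit without SOD1 G86R replicate 4 come within 1.5 times of each of the paper's counts, at 838, 833 and 868 genes in all, and the other 18 do not.

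A log2 fold change is taken to differ where it lies further from the paper's than the gene's standard error in edgeR. The paper's log2 fold changes, given first, and those of edgeR, given second, differ for Sod1 4.1 and 4.8994, Gm8566 3.1 and 4.7845, Cd180 1.2 and 1.8103, Slc15a3 1.2 and 1.8912, Slamf9 1.1 and 2.186, Mmp12 1.1 and 2.9062, Fcrls 1.1 and 2.0993, Tnfsf8 1.1 and 1.9131, Slfn9 1 and 1.9025, Glipr1 1 and 1.5761, Hcar2 1 and 1.853, Fcgr1 1 and 1.6208, Ctsh 1 and 1.2315, Irf8 1 and 1.4862, Arl11 1 and 1.9247, Cd52 1 and 2.0968, Egr2 1 and 2.5843, Klrb1b 1 and 2.6643, Klhl6 1 and 1.2638 and Csf2rb 0.96 and 1.8499. Each comes within that standard error of the paper's value under DESeq2 with a normal prior and under none of the other alternatives. They also differ for Calca 1.2 and 1.3701, Runx1 1.1 and 1.6647, Bcl3 1.1 and 1.9277, Slc7a7 1.1 and 1.3701, Ctsc 1 and 1.3251, Apol9a 1 and 2.8366, Prss12 -1 and -1.1791, Rwdd3 -1.1 and -1.1995, Gfap 0.54 and 0.7799, Aif1 0.77 and 1.1123 and Csf3r 0.96 and 1.1986, again the paper's first. The paper prints its value for Aif1 as a fold change, and it is read here as a log2 fold change like that of Gfap beside it. These come within the standard error of the paper's values under DESeq2 with a normal prior and under the alternatives named next, and under none of the rest. Calca also does under these: homeostatic microglia covariate, without WT replicate 1, without WT replicate 2, without SOD1 G86R replicate 3 and without SOD1 G86R replicate 5. Runx1 also does under these: homeostatic microglia covariate. Bcl3 also does under these: homeostatic microglia covariate. Slc7a7 also does under these: homeostatic microglia covariate. Ctsc also does under these: without SOD1 G86R replicate 1. Apol9a also does under these: homeostatic microglia covariate. Prss12 also does under these: without SOD1 G86R replicate 5. Rwdd3 also does under these: Sod1 and Gm8566 left out, no filter, without WT replicate 3, without WT replicate 5, without SOD1 G86R replicate 1 and without SOD1 G86R replicate 2. Gfap also does under these: limma voom, replicate block, without WT replicate 3, without WT replicate 5 and without SOD1 G86R replicate 1. Aif1 also does under these: without SOD1 G86R replicate 3. Csf3r also does under these: without SOD1 G86R replicate 1.

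The paper prints log2 fold changes for 5 phospholipases that come close to the reciprocal of the normal-prior log2 fold change in these counts, 2.58 for Pla2g15, 1.75 for Plcb2, 1.67 for Plce1, 2.36 for Plcg2 and 1.04 for Pld4. On that scale the paper's 1.04 for Pld4 differs from 0.775 by edgeR, and DESeq2 with a normal prior comes within the standard error on that scale, as does the homeostatic microglia covariate at 5.6452 since its error there is 6.616, while the other 19 alternatives do not.

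In the paper's qPCR, given as mean ± SEM, Asah1 was about 2.1 times WT and Cerk about 1.9 times in Fig. 3B, read by eye. In the RNA-sequencing counts the folds by edgeR were 1.1564 for Asah1 and 1.0938 for Cerk, and none of the 21 alternatives comes within 1.5 times of the paper's values. A fold was taken to differ where it lay beyond the larger error and by over 1.5 times. Of 14 folds read by eye from the paper's figures, these 2 differed from those of edgeR and the other 12 did not.

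The paper describes a strong influence of genotype on the clustering of all genes that KEGG lists for sphingolipid metabolism. The 47 genes clustered here were listed from textbook knowledge, so that the gene sets may differ. Here single linkage, average linkage, single linkage without scaling and single linkage with rlog values only set SOD1 G86R replicate 5 apart from the other 9 mice, which does not measure agreement with genotype. By complete linkage 9 of 10 mice lay with their genotype.

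The paper calls 8 overlapping genes of its sphingolipid pathways that edgeR did not call, although all 8 were higher at an unadjusted p under 0.05 and limma voom called 0. DESeq2 calls 4, DESeq2 with a normal prior calls 5, and the fit without SOD1 G86R replicate 4 calls 6. Asah1 (edgeR adjusted p = 0.0533) is called by DESeq2 with a normal prior alone (adjusted p = 0.00999), Glb1 and Hexa without SOD1 G86R replicate 4 alone, and Cerk (edgeR adjusted p = 0.113) by none of the alternatives. Of the paper's 11 sphingolipid signaling genes edgeR called 1, DESeq2 10, DESeq2 with a normal prior 11 and edgeR without SOD1 G86R replicate 4 8. Of its 6 endocannabinoid genes edgeR called 2 and the other 3 settings 6, and of its 5 phospholipases 2 and 5. Gfap, Aif1 and Csf2rb, which the paper calls, were not called by edgeR but were by DESeq2, with adjusted p of 0.00577, 1.40e-05 and 2.15e-07. DESeq2 with a normal prior and the fit without SOD1 G86R replicate 4 also called these 3 genes, and none of the other alternatives did. Htr2b, which the paper calls at an adjusted p under 0.05, was not tested by edgeR, and DESeq2 gave it an adjusted p of 0.00221 and DESeq2 with a normal prior 0.0235.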

Other observations

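The genes Plin4, Fkbp5, Cdkn1a, Hif3a, Lcn2, Celf6, Pkd2l1, Nsdhl, Ank2, Gm37773, Gm37928 and Gm32444 were chosen after their values were seen. CPM in SOD1 G86R replicate 5, with the range of the other 9 mice, were Plin4 148 (4.68 to 24.7), Fkbp5 111 (25.1 to 36.7), Cdkn1a 156 (22.4 to 47.8), Hif3a 28.6 (2.69 to 8.11) and Lcn2 16.1 (0.775 to 6.36). In SOD1 G86R replicate 4 counts of ganglion markers were 362 for Scn11a (0 to 4 in the other mice), 131 for Mrgprd (0 to 8) and 160 for Isl2 (48 to 111). Of 2 tested of 6 ganglion markers edgeR called 0, 1 were higher and 0 lower at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 0 (median log2 fold change 1.71, camera adjusted p = 0.505, adjusted p = 0.676 with an estimated correlation).

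Of 16 genes of cholesterol synthesis edgeR called 0, 0 were higher and 7 lower at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 0 (median log2 fold change -0.21, camera adjusted p = 1.52e-06, adjusted p = 0.294 with an estimated correlation). Nsdhl, a dehydrogenase of that pathway, had a log2 fold change of -0.29 (standard error 0.08, edgeR adjusted p = 0.0690). Of 5 red blood cell genes edgeR called 0, 0 were higher and 0 lower at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 0 (median log2 fold change -0.80, camera adjusted p = 0.00175, adjusted p = 0.294 with an estimated correlation). The red blood cell list was at 0.57 against the WT mean in SOD1 G86R replicate 4 and at -2.22 to -0.71 in the other SOD1 G86R mice. WT mice ranged from -0.91 to 0.69. Of 14 general neuron genes edgeR called 0, 0 were higher and 1 lower at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 0 (median log2 fold change -0.07, camera adjusted p = 0.0486, adjusted p = 0.519 with an estimated correlation). Of 7 genes of oligodendrocyte precursors edgeR called 0, 2 were higher and 0 lower at an unadjusted p under 0.05, DESeq2 called 1 and limma voom 0 (median log2 fold change 0.13, camera adjusted p = 0.0779, adjusted p = 0.293 with an estimated correlation). Of 8 endothelial genes edgeR called 0, 4 were higher and 0 lower at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 0 (median log2 fold change 0.24, camera adjusted p = 0.00919, adjusted p = 0.306 with an estimated correlation). Of 8 fibroblast genes edgeR called 0, 3 were higher and 0 lower at an unadjusted p under 0.05, DESeq2 called 0 and limma voom 0 (median log2 fold change 0.27, camera adjusted p = 0.0180, adjusted p = 0.294 with an estimated correlation).

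Of 9 immediate early genes 1 rose, Junb, at 0.96 (standard error 0.15, edgeR adjusted p = 0.00625), and 3 were higher when adjusted over the list alone (median log2 fold change 0.39, camera adjusted p = 0.00175, adjusted p = 0.245 with an estimated correlation). Junb passed only without SOD1 G86R replicate 4, when 4 of the list rose, and without any 1 of the other 9 mice 0 did. Of 5 tested Schwann cell genes 1 rose, Egr2, at 2.58 (standard error 0.40, edgeR adjusted p = 0.00583) (median log2 fold change 0.04, camera adjusted p = 0.0913, adjusted p = 0.306 with an estimated correlation), and it passed without SOD1 G86R replicate 4 and without WT replicate 4 alone. For T and natural killer cells the camera adjusted p was 0.702, and adjusted p = 0.845 with an estimated correlation.

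Of the 18 genes that fell outside the chromosome 3 segment, Celf6, an RNA-binding protein, had a log2 fold change of -0.61 (standard error 0.08, edgeR adjusted p = 0.00163) and passed in each fit that left out 1 mouse. Pkd2l1, a channel of neurons that contact the cerebrospinal fluid, had -0.67 (standard error 0.11, edgeR adjusted p = 0.00665) and passed in 2 of these 10 fits, with an adjusted p of up to 0.0240 without WT replicate 4. Past the last gene that fell Ank2 had 0.01 (standard error 0.07, edgeR adjusted p = 0.973). Before the first, Gm37773 had -0.91 (standard error 0.44, edgeR adjusted p = 0.314), Gm37928 -1.27 (standard error 0.36, edgeR adjusted p = 0.0775) and Gm32444 -0.99 (standard error 0.34, edgeR adjusted p = 0.134), as low as the segment but not past the test, so that the segment's bounds are those of called genes. Tifa, near its end, had 0.59 (standard error 0.09, edgeR adjusted p = 0.00488) and passed only without SOD1 G86R replicate 4, with an adjusted p of up to 0.0237 without WT replicate 3.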
